# Nucleolar DEAD-Box RNA Helicase TOGR1 Regulates Thermotolerant Growth as a Pre-rRNA Chaperone in Rice

**DOI:** 10.1371/journal.pgen.1005844

**Published:** 2016-02-05

**Authors:** Dong Wang, Baoxiang Qin, Xiang Li, Ding Tang, Yu’e Zhang, Zhukuan Cheng, Yongbiao Xue

## Abstract

Plants have evolved a considerable number of intrinsic tolerance strategies to acclimate to ambient temperature increase. However, their molecular mechanisms remain largely obscure. Here we report a DEAD-box RNA helicase, TOGR1 (Thermotolerant Growth Required1), prerequisite for rice growth themotolerance. Regulated by both temperature and the circadian clock, its expression is tightly coupled to daily temperature fluctuations and its helicase activities directly promoted by temperature increase. Located in the nucleolus and associated with the small subunit (SSU) pre-rRNA processome, TOGR1 maintains a normal rRNA homeostasis at high temperature. Natural variation in its transcript level is positively correlated with plant height and its overexpression significantly improves rice growth under hot conditions. Our findings reveal a novel molecular mechanism of RNA helicase as a key chaperone for rRNA homeostasis required for rice thermotolerant growth and provide a potential strategy to breed heat-tolerant crops by modulating the expression of *TOGR1* and its orthologs.

## Author Summary

Global warming is increasingly posing negative impacts on crop productivity. In this study, we report a nucleolar-located RNA helicase TOGR1 for thermotolerant growth in rice. TOGR1 maintains pre-rRNA homeostasis under high temperature by securing a proper pre-rRNA structure via elevating its helicase activity. Its expression is high temperature inducible with an afternoon peak expression, consistent with a high temperature anticipation of the circadian clock. Transcriptome analysis revealed that TOGR1 is essential in coordinating primary metabolisms to support thermotolerant growth. Importantly, an enhanced expression of TOGR1 significantly increased biomass of rice. Our findings reveal a novel role of a RNA helicase in thermotolerance and provide a potential strategy to breed heat-tolerant rice cultivars and possibly other heat-tolerant crops.

## Introduction

Temperature rising caused by global warming has imposed significant negative effects on crop yields and most likely the damage level will keep rising in future [1,2]. On the other hand, the sessile lifestyle of plants necessitates specific adaptations to geographical variations of environmental temperatures in their living regions as well as to extensive temperature fluctuations caused by the day-night cycle, weather variations and seasonal changes [3]. To survive in these often stressful conditions, they have evolved a number of intrinsic tolerance strategies to adapt to high temperatures. Heat shock protein protection, membrane lipid unsaturation and reactive oxygen species scavenging have been all reported to confer thermotolerance to plants [4–6]. It was also reported that alternative histone H2A.Z coordinates a high temperature transcriptome [7] and a transcription regulator ELF3 controls plant thermoresponsive growth [8].

Ribosomal RNA homeostasis is crucial to normal growth and development. It is well known that RNA homeostasis is affected by cold stress, and protected by RNA helicases [9], which mediate RNA conformational changes by hydrolyzing ATP and unwinding short RNA duplexes adjacent to their binding sites in a nonprocessive way [10,11]. They are widely involved in diverse cellular processes such as transcription, RNA splicing, RNA transport, degradation and translation, and have been well documented to be involved in cold stress responses in both bacteria and yeast [9,12]. So far, at least 7 yeast RNA helicases have been shown to associate with the SSU in the nucleolus [13,14], which is essential for pre-rRNA processing [15]. One of those SSU associated RNA helicases, Rrp3 has been found to support an effective pre-rRNA processing required for cell proliferation [14]. Higher plants possess a larger and more diverse family of RNA helicases than other organisms [16]. For example, at least 73 RNA helicases are encoded by the rice genome [17]. This large number of RNA helicases suggests a predominant role of them in modulating cellular response to a diverse range of abiotic stresses encountered by plants [18,19]. Among them, one DEAD-box RNA helicase LOS4 has been shown to modulate chilling resistance by facilitating mRNA export from the nucleus to the cytoplasm [20,21], and another member of this family AtRH25 also confers cold stress tolerance through an unknown mechanism [18], while several other members appear to function in salinity stress tolerance [22–24]. However, little is known about the potential role of RNA helicases at high temperatures.

Rice is a staple food crop initially domesticated in subtropical regions [25], where it must cope with environmental challenges caused by high temperatures, and subsequent human selection has extended its cultivation to temperate zones with enhanced chilling tolerance [26]. It has been recently reported that a proteasome α2 subunit gene [27] and a receptor-like kinase ERECTA [28] both contribute to rice thermotolerance. Another recently identified gene *COLD1* was reported to confer chilling tolerance in *japonica* rice by regulating G-protein signaling pathway [26]. However, the underlying molecular mechanisms of this temperature adaptation still remain mostly elusive. Here we report on TOGR1, a DEAD-box RNA helicase protecting rice growth at high temperatures as an intrinsic pre-rRNA chaperone. Consistent with this role, we also found that it is regulated by both temperature and the circadian clock. Furthermore, TOGR1 is recruited to the SSU in the nucleolus to facilitate an effective pre-rRNA processing required for normal cell division and thus plant growth at high temperature. Transcript level of this gene is positively correlated with plant height in different cultivated varieties and wild rice species, and its overexpression significantly improves rice growth at high temperatures. Our results uncover an essential molecular mechanism of RNA helicase as a key chaperone for rRNA biogenesis required for plant thermotolerant growth, and a possibility to produce heat-tolerant crops by regulating the expression of TOGR1 and its orthologs.

## Results

### Identification of a Thermosensitive Dwarf Rice Mutant

To understand the intrinsic molecular mechanisms of rice acclimating to at high temperatures, we took advantage of a wide range of climate variations in China’s rice growing regions and carried out a genetic screen for temperature-sensitive mutants from a collection of rice varieties. Among them, a spontaneous recessive thermosensitive dwarf mutant (*thermotolerant growth required1-1*, *togr1-1*) was isolated from an *indica* variety, Zhongxian 3037. When planted in paddy fields at three locations representing three divergent temperature regimes (S1 Fig), *togr1-1* exhibited a dramatic growth phenotypic variation (Fig 1A; S2A–S2E Fig). Grown in Yangzhou’s hot summer-autumn with a highest daily maximum temperature near 38°C, 23 days exceeding 34°C, which is considered to be a heat-stress threshold temperature for rice [29], and 71 days exceeding 30°C, *togr1-1* was extremely dwarf with narrow leaf blades and did not set any seed. Similarly, under Beijing’s summer-autumn conditions (daily maximum temperatures up to 36°C, 15 days exceeding 34°C and 72 days exceeding 30°C), *togr1-1* was dwarf with narrow leaf blades before September, then recovered to semi-dwarf when temperature was cooling down, and finally produced small panicles with a few seeds. By contrast, in the cool winter-spring of Linshui (daily maximum temperatures during vegetative growth stage generally below 28°C and never reaching 30°C), *togr1-1* only showed a slight overall growth difference from wild-type. To further confirm the temperature dependence of the phenotypic variations of *togr1-1*, we tested its effect on growth of the mutant seedlings under controlled conditions. After grown in a climate chamber at different temperatures for three weeks, upground plant height, maximum root length and crown root number were determined for WT and *togr1-1* seedlings (Fig 1B and 1C; S2F–S2H Fig). The mutant seedlings showed significantly reduced plant height, root length and crown root number at 30°C, 32.5°C and 35°C, whereas they grew similarly to wild-type at 25°C except for a slightly reduced plant height. Furthermore, the relative values of all of the three examined variables of the mutant seedlings compared to the wild-types showed significant strong negative correlations with temperature (Fig 1C), supporting that the retarded growth of *togr1-1* is high temperature dependent. To examine the morphological and cellular basis of the *togr1-1* dwarfism, the plant architectures of *togr1-1* grown in Beijing’s hot summer were examined at tillering stage. Its leaf blades were narrowed mainly due to a decrease in vascular bundle and lateral vein numbers, and all internodes were shortened (S3A and S3B Fig). Furthermore, cross-sections of leaf sheath, leaf blades, internodes and root maturation zones revealed that *togr1-1* and wild-type did not show a significant difference in cell elongation but a reduction in cell numbers (S3C–S3E Fig), indicating that *TOGR1* is required for normal cell division at high temperatures.

**Fig 1:**
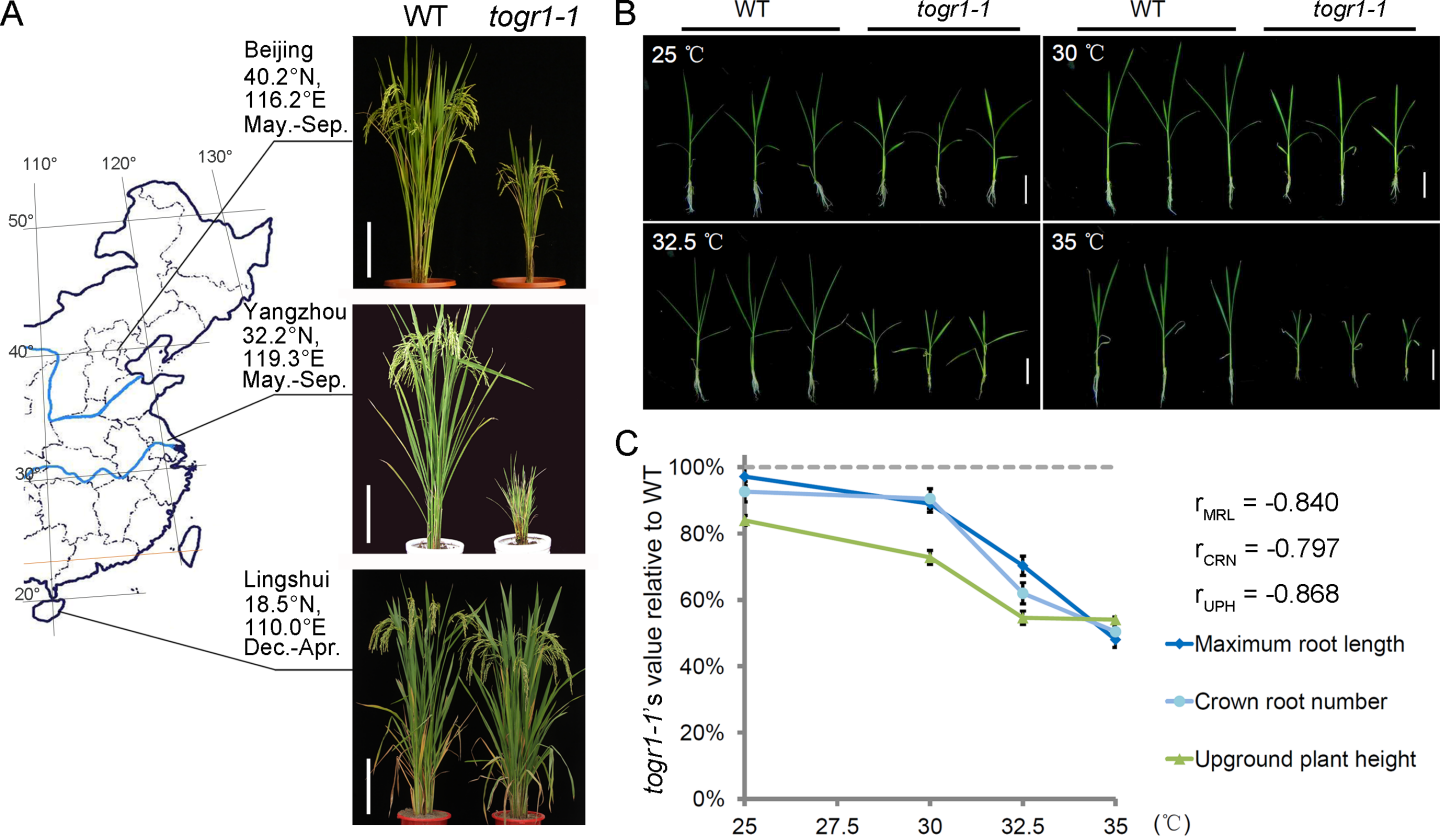
*togr1-1* is a thermosensitive dwarf mutant. **(A)** Wild-type (WT) Zhongxian 3037 and the thermosensitive dwarf mutant (*togr1-1*) grown in fields of three locations in China under different temperature conditions. Growing seasons are: Beijing and Yangzhou, summer-autumn; Lingshui, winter-spring. Scale bars: 20 cm. **(B and C)** Growth of WT and *togr1-1* seedlings at four different temperatures. Newly geminated seedlings were grown in climate chambers at indicated temperatures for three weeks before photographing and measurement. Sensitivity of the mutant to high temperature was evaluated by comparing maximum root length (MRL), crown root number (CRN) and upground plant height (UPH) between the WT and *togr1-1*. Data are represented as mean ± SEM (n = 15 plants). Scale bars: 5 cm. r_MRL_ = -0.840; r_CRN_ = -0.797; r_UPH_ = -0.868; p<0.001; Pearson product-moment correlation coefficient.

### *TOGR1* Encodes a Temperature-Dependent and Circadian-Regulated DEAD-Box RNA Helicase

To isolate the mutated gene that controls the thermosensitive phenotype of *togr1-1*, an F2 population for positional cloning was generated from a cross between *togr1-1* and a japonica variety Zhonghua-11, and was then grown in the paddy fields under Beijing’s hot summer conditions. We mapped it to a 28.5-kb region of chromosome 3 (S4A Fig), and found a single nucleotide G to T substitution at position 140 of the first exon of *LOC_Os03g46610* (named as *TOGR1*), leading to a Gly to Val substitution at position 47 of amino acid sequence (Fig 2A). When *togr1-1* was transformed by a construct containing an entire ORF of *TOGR1* and its putative promoter sequence, the transgenic plants exhibited normal growth under Beijing’s hot summer conditions (S4B and S4C Fig). Furthermore, three other allelic recessive mutants of *togr1* (*togr1-2* to *-4*) screened out from an EMS (ethyl methanesulfonate) induced mutation library using TILLING (targeting induced local lesions in genomes) method also showed a high temperature dependent growth repression (S5 and S6 Figs). This demonstrated that the *TOGR1* mutation is responsible for the thermosensitive phenotype.

**Fig 2:**
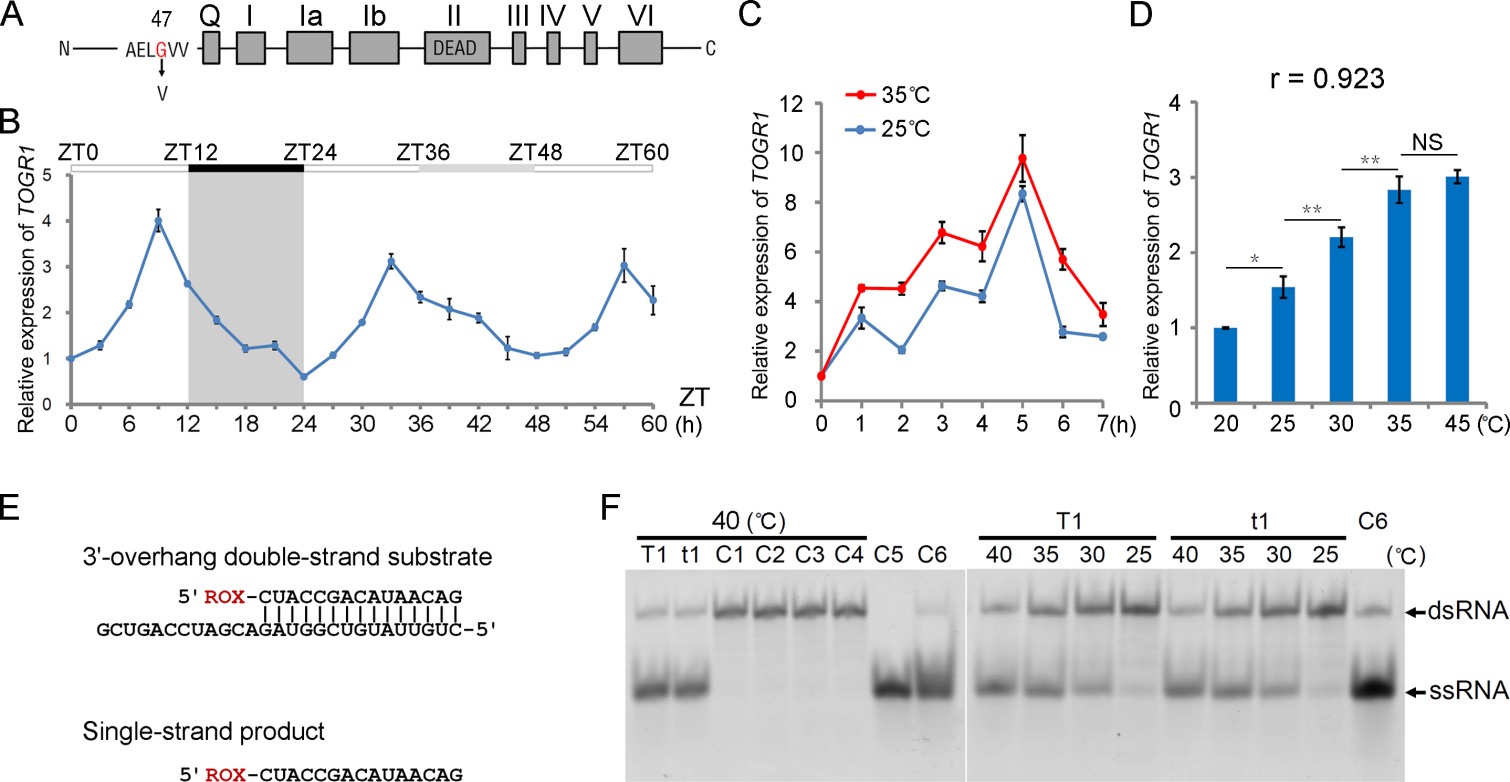
*TOGR1* encodes a DEAD-box RNA helicase under control of both temperature and the circadian clock. **(A**) Schematic diagram shows the TOGR1 protein containing nine canonical motifs of DEAD-box RNA helicases. The mutation site of togr1-1 (G to V) is indicated by an inverted vertical arrow. **(B)** Circadian expression pattern of *TOGR1*. Plants were entrained in 12-h-light/12-h-dark conditions and subsequently grown under constant light conditions (ZT0-ZT12, light; ZT12-ZT24, dark; ZT24-ZT60, constant light; temperature, 30°C). RNA was extracted from leave blades and analyzed by qRT-PCR. Data are represented as mean ± SEM (n = 3 replicates). **(C)** Time course analysis of the effect of high temperature on transcription of *TOGR1*. Two-week-old WT Zhongxian3037 seedlings grown under 12-h-light-25°C/12-h-dark-20°C conditions were transferred to 35°C at ZT4. Transcript level of *TOGR1* was analyzed every one hour. Seedlings kept at 25°C were used as control. **(D)** Transcript level of *TOGR1* under different temperatures. **(C and D)** Total RNA was extracted from seedlings. Data are represented as mean ± SEM (n = 3 replicates). NS, not significant; *p < 0. 05; **p<0.01; one-way ANOVA, *a priori* contrasts. For correlation analysis, r = 0.923; p<0.001; Pearson product-moment correlation coefficient. **(E)** Schematic representations of the 5'-ROX labeled 3'-overhang RNA substrate and the single-strand RNA product detected in helicase assay after unwinding. **(F)** TOGR1 is capable of unwinding RNA duplexes. Helicase activity of TOGR1 (T1) and togr1-1 (t1) on the 3'-overhang RNA duplex were analyzed at indicated temperatures, respectively. Products were detected after 30 min incubation unless otherwise specified. C1, TOGR1 without ATP; C2, togr1-1 without ATP; C3, Precision protease; C4, 3'-overhang substrate; C5, 5'-ROX labeled single strand RNA; C6, 3'-overhang substrate boiled for 5 min. Sizes of the double strand RNA substrate (dsRNA) and the single strand product (ssRNA) are indicated.

To characterize the expression of *TOGR1*, GUS reporter fused to a putative promoter of *TOGR1* was used to transform plants and revealed that it is widely expressed in roots, shoots, leaves, culms, spikelets and anthers during different developing stages (S7 Fig), consistent with the microarray data from RiceXPro [30], indicating a general requirement of *TOGR1* by all organs. To examine if *TOGR1*’s expression is regulated by temperature, two-week-old Zhongxian3037 seedlings grown under 12-h-light-25°C/12-h-dark-20°C condition were transferred to 35°C at ZT4 and kept for seven hours. Transcription level of *TOGR1* after 0–7 h high temperature treatment was analyzed by qRT-PCR (Fig 2C). In comparison with its expression in the seedlings kept at 25°C, the highest level of transcription enhancement (two-fold) was detected after two hours high temperature treatment. Transcript level of *TOGR1* were then analyzed at 20, 25, 30, 35 and 40°C (Fig 2D) after two hours temperature treatment starting from ZT4, and exhibited a strong positive correlation with temperature, indicating that its expression is high temperature inducible. In Fig 2C, *TOGR1* reached peak expression after five hours treatment (ZT9) at both temperatures and the induction of high temperature at that time was not as significant as that after two hours treatment, indicating control of other mechanisms as well. To examine if the expression of *TOGR1* was controlled by the circadian clock, we kept temperature at constant 30°C and entrained two-month-old Zhongxian 3037 plants under 12-h-light/12-h-dark (L/D) condition, and subsequently detected its transcript level under both L/D and continuous light (L/L) conditions by qRT-PCR. The temporal expression level of *TOGR1* (Fig 2B) waved in a cosine pattern with a period that lasted approximately 24 h under both L/D and L/L conditions, indicating a circadian regulation of its expression. In addition, its peak expression appeared at zeitgeber time (ZT9) corresponding to afternoon of a subjective day, the hottest time of daily temperature fluctuation, indicating the circadian clock being used to anticipate high temperature in the afternoon and a coupled expression of *TOGR1* with a daily temperature alteration.

The amino acid sequence of TOGR1 contains nine motifs (Fig 2A; S8 Fig) which are widely conserved for ATP-dependent DEAD-box RNA helicases [31,32] and is highly similar to Rrp3 in *S*. *cerevisiae* [33] and DDX47 in *H*. *sapiens* [34] (S8 and S9 Figs), suggesting that TOGR1 is functionally similar to those pre-rRNA processing helicases.

To verify the RNA helicase activity of TOGR1 *in vitro* and examine any potential functional difference between TOGR1 and togr1-1, we expressed and purified both TOGR1 and togr1-1 using *E*. *coli* expression system (S10 Fig), and examined their activities on a randomly synthesized 3'-overhang RNA duplex (Fig 2E) at 25°C, 30°C, 35°C and 40°C, respectively. For both TOGR1 and togr1-1 (Fig 2F), after incubation with ATP for 30 min, the single strand RNA (ssRNA) corresponding to the product of unwinding the double strand RNA substrate (dsRNA) was accumulated and no apparent ssRNA products were detected for the experimental controls including TOGR1 and togr1-1 without ATP, and the Prescission protease control with ATP. This detected capability of unwinding RNA duplexes into ssRNA products in the presence of ATP indicates that both TOGR1 and togr1-1 have ATP-dependent RNA helicase activities *in vitro*. It is noteworthy that the unwinding activity of TOGR1 was markedly enhanced following a temperature increase from 25°C to 40°C (Fig 2F), indicating that temperature directly controls the helicase activities of TOGR1. Intriguingly, compared with TOGR1, neither the helicase activities nor the temperature sensitivity of togr1-1 was diminished, suggesting that this activity is not directly related to its defect (see below). Taken together, these results showed that TOGR1 encodes a temperature-dependent DEAD-box RNA helicase.

### TOGR1 Is Required for a Normal Pre-rRNA Processing Pathway at High Temperatures

The implication of yeast Rrp3 in pre-rRNA processing [14] prompted us to investigate the role of TOGR1 in the rRNA biogenesis pathway. we compared the pattern of pre-rRNA intermediate accumulation in *togr1-1* with that in wild-type as well as *togr1-1* and the complemented plants using seedlings first grown at 25°C for two weeks and then subjected to just one day of high temperature at 38°C. As controls, seedlings grown at continuous 25°C were also investigated. Total RNA isolated from these plants was analyzed by northern hybridizations using oligonucleotide probes *S1*-*S6* (Fig 3A; S1 Table). The most remarkable difference between wild-type and *togr1-1* was a 17S precursor *P-A3* detected by probe *S1* and *S3*, which consists of partial 5' ETS, mature 17S rRNA and partial ITS1 (Fig 3A). Under both temperature conditions, this intermediate was present at higher levels in *togr1-1* than in wild-type and the complemented plants, with the difference at 38°C more prominent. When *togr1-1* at 38°C and 25°C were further compared, a remarkable accumulation of *P-A3* was revealed for the higher temperature. By contrast, it was detected at a relatively low level in wild-type at 38°C in comparison with that at 25°C. Similar patterns were also detected for 35S**, the highest molecular weight intermediate identified by probes *S1*, *S3*, *S4* and *S5* and known as a precursor for 17S, 5.8S and 25S rRNA [35], and *27SA* plus *27SB* identified by probes *S4* and *S5* and known as precursors of 5.8S and 25S rRNA [35], although not as prominent as *P-A3*. Another apparent difference was that the intermediate *5'ETS-C2* detected by probes *S1*, *S3* and *S4* was only present in *togr1-1* at 38°C, but undetectable for wild-type and the complemented plants at both temperatures and for *togr1-1* at 25°C. This intermediate presumably spans regions 5' ETS, 17S rRNA, ITS1, 5.8S rRNA and partial ITS2. Taken together, these results indicated that in wild-type plants acclimating to heat, the *P-A3*, 35S** and *27SA&B* intermediates are normally reduced as a consequence of an elevated pre-rRNA processing rate upon a shift to high ambient temperatures and by contrast these intermediates plus *5'ETS-C2* were accumulated in *togr1-1* under the same conditions, indicating a significant delayed pre-rRNA processing in the *togr1-1* thermosensitive mutant.

**Fig 3:**
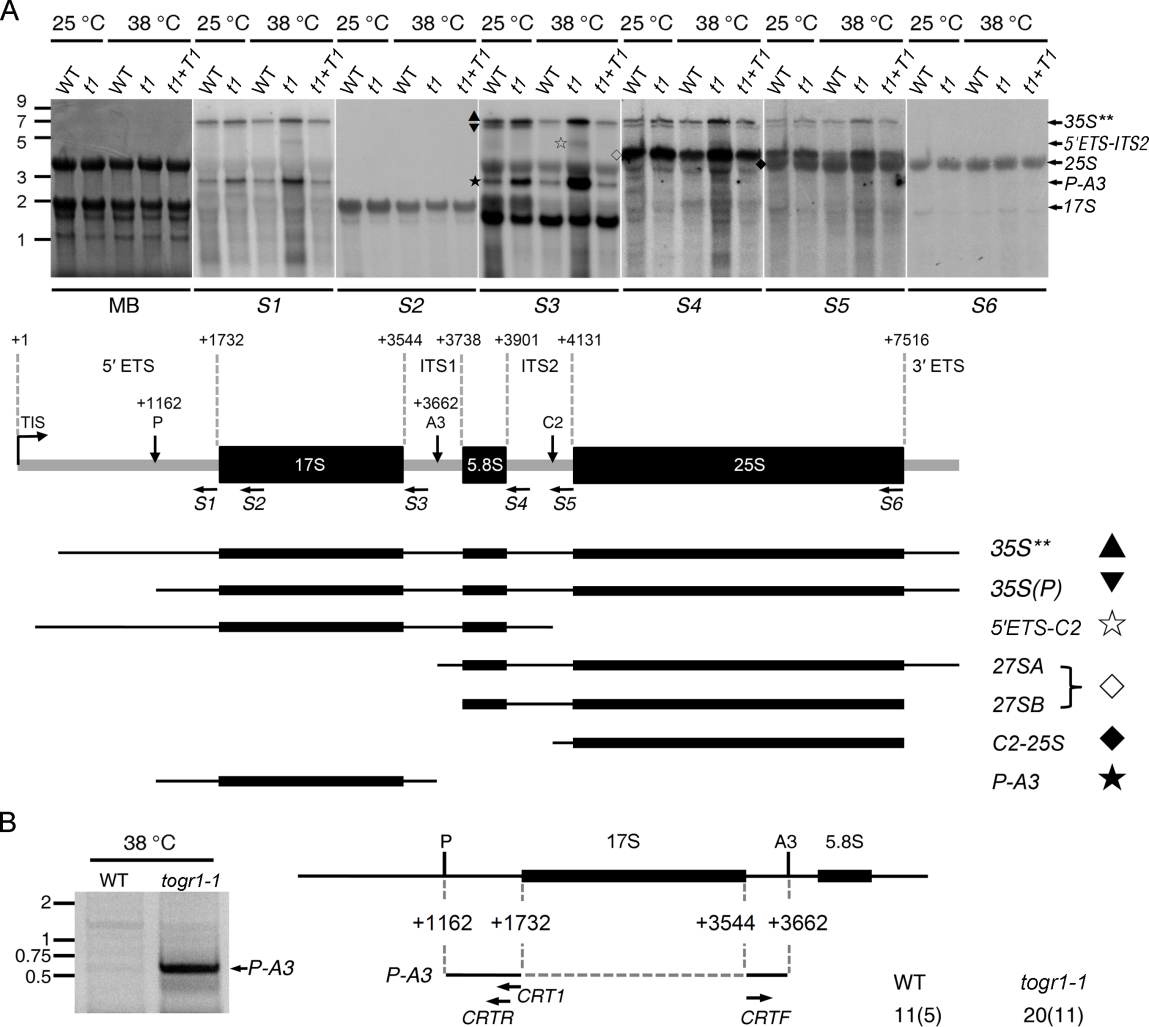
TOGR1 promotes an effective processing of rRNA intermediates at high temperatures. **(A)** Northern analysis of rRNA intermediates in WT and *togr1-1* plants. Total RNA extracted from WT and *togr1-1* leaves at 25°C and 38°C was separated on 1.2% denaturing agarose gel and hybridized with specific oligonucleotides (*S1*-*S6*) indicated by horizontal arrows in the schematic 35S precursor blow, in which the transcription initiation site (TIS, +1) and three of the endonucleolytic cleavage sites (P, +1162; A3, +3662; C2) are shown as well. Methylene blue staining of the blot (MB) and hybridizations with *S2* and *S6* were used as loading controls. Sizes of RNA markers (kb) are given on the left. Expected mature and intermediate rRNAs are labeled on the right. The detected rRNA intermediates are also designated with symbols together with diagrammatic representations (lower panel). **(B)** Detection of *P-A3* intermediate accumulated at 38°Cby circular RT-PCR. Negative image of EBr stained 1% agarose gel is shown. The indicated band was excised, cloned and sequenced. Sizes of DNA markers (kb) are indicated on the left. The amplified 5′ and 3′ extremities (solid lines) of *P-A3* relative to the 35S precursor are presented in the diagram. Oligonucleotide (horizontal arrow) *CRT1* was used to synthesize first strand cDNA and *CRTF* and *CRTR* were used in amplification. The number of sequenced clones and polyadenylated clones (in parentheses) for WT and *togr1-1* is given on the right.

To define the sequence of the *P-A3* intermediate, its 5' and 3' ends were further analyzed by circular RT-PCR using total RNA isolated from wild-type and *togr1-1* seedlings exposed to 38°C. In agreement with the northern blot analysis, it was revealed that the *P-A3* intermediate was released by cleavages at two sites corresponding to the P and A3 sites in *Arabidopsis* (Fig 3B; S11 Fig). The sequence of the A3 site (AAGGAAC) is conserved with that in *Arabidopsis*, providing a support to a previous hypothesis that this site is conserved within plants [36]. In addition, a significant higher level of the products was also obtained from *togr1-1* than wild-type as the same amount of RNA was used (Fig 3B).

Taken together, these results showed that TOGR1 is required to maintain a normal pre-rRNA processing pathway at high temperatures and the mutation of togr1-1 caused a delayed pre-rRNA processing.

### TOGR1 Is a Partner of the SSU Complex in the Nucleolus and Required for an Effective Cell Proliferation at High Temperatures

Regarding that no apparent reduction of the helicase activities was detected for togr1-1, we investigated other potential functional differences between TOGR1 and togr1-1 using budding yeast. It is known that the genetic depletion of *Rrp3* in yeast results in a repressed proliferation [14]. We expressed C-terminal-HA-tagged TOGR1 and togr1-1 (S12 Fig) under the control of a galactose-inducible promoter in an *Rrp3* conditionally depleted yeast strain and found that TOGR1-HA but not togr1-1-HA partially rescued the repressed cell proliferation at 38°C (Fig 4A and 4B), whereas no complementation effects were detected for both TOGR1-HA and togr1-1-HA at 30°C (Fig 4C and 4D), suggesting that TOGR1 but not togr1-1 functions similarly as Rrp3 at high temperatures and further supports the notion that TOGR1 elevates its activities following the temperature increase. It was also revealed that proliferation of the *Rrp3* strain is sensitive to high temperature (Fig 4B and 4D), similar to the *togr1-1* rice mutant. Considering that Rrp3 is recruited to SSU by its central component, the U3 snoRNA [13,14], we next investigated the association of TOGR1-HA and togr1-1-HA with the yeast U3 snoRNA using those transgenic yeast strains. Anti-HA antibodies were used to immunoprecipitate the HA tagged protein from cell lysates. RNA isolated from pellets was analyzed by northern blot with an RNA probe specific to the U3 snoRNA. As controls, immunoprecipitations were also performed on transgenic cells with no induction of *TOGR1-1* expression. As expected, TOGR1-HA prominently coimmunoprecipitated the yeast U3 snoRNA, while togr1-1-HA exhibited no apparent association (Fig 4E), showing that TOGR1 is an RNA helicase being tethered to SSU and the togr1-1 has a defective ability to be recruited to the SSU processome. Association of TOGR1 with the U3 snoRNA was further examined in rice. As expected, anti-HA antibodies immunoprecipitated the U3 snoRNA (Fig 4F) in the *TOGR1-HA* (S12 Fig) plants, while no signal was detected in WT and *OsPRR1-HA* controls, indicating that TOGR1 is associated with the U3 snoRNA and subsequently with SSU in plants.

**Fig 4:**
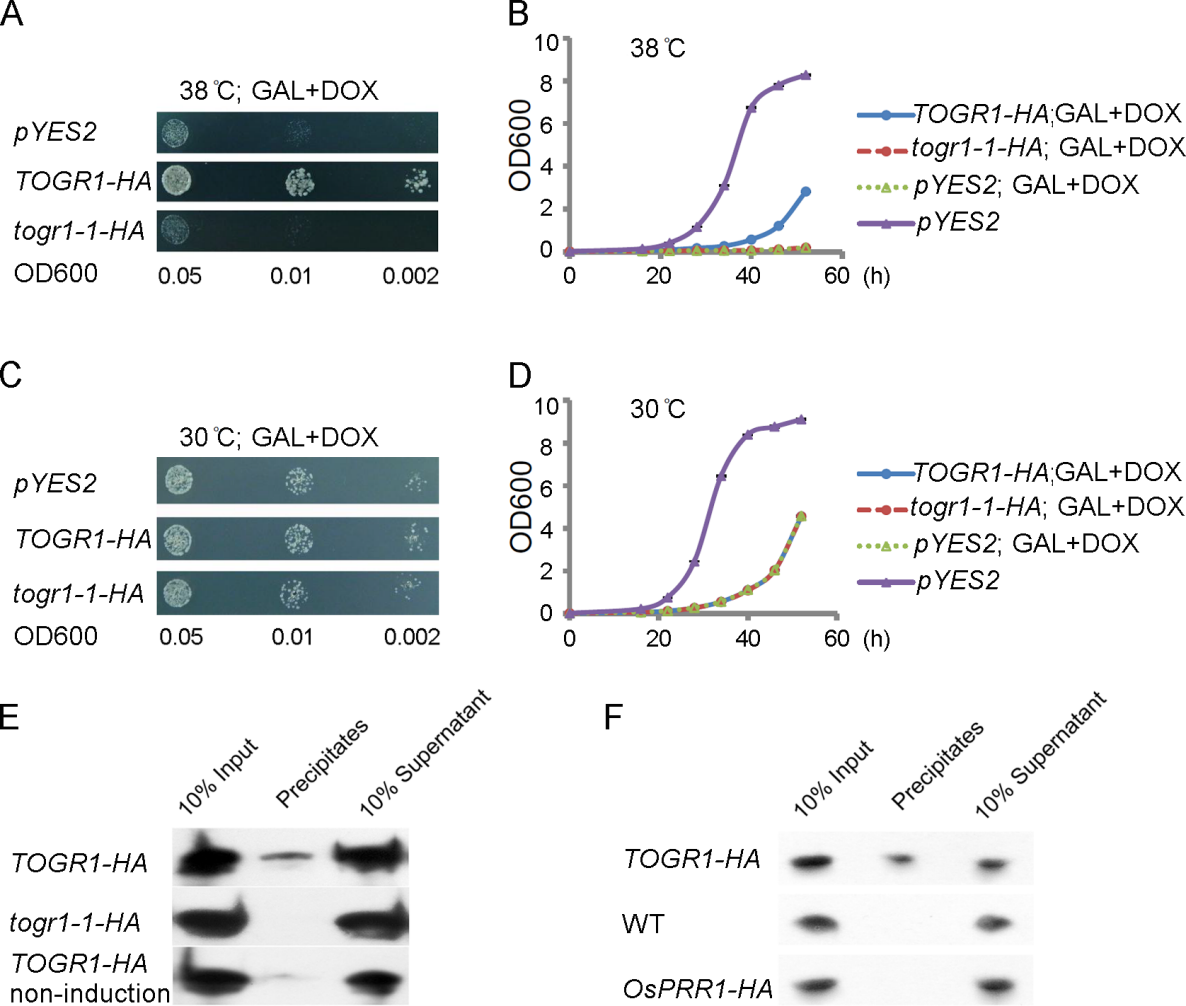
Association of TOGR1 with the SSU is required for an effective cell proliferation at high temperatures. **(A-D)** Complementation of genetically depleted *Rrp3* in yeast by ectopically expressing *TOGR1-HA* or *togr1-1-HA*. A yeast YPH499 strain in which the chromosomally encoded *Rrp3* was placed under control of the doxycycline (DOX)-repressible *tetO7* promoter was transformed with *TOGR1-HA* and *togr1-1-HA* controlled by the galactose (GAL)-inducible promoter *GAL1*. Growth of yeast was monitored on GAL+DOX medium at 38°C and 30°C. A strain carrying empty *pYES2* vector was used as a negative control. Three 10-fold serial dilutions were spotted. For (B and D), data are presented as mean ± SEM (n = 3 replicates). **(E)** Immunoprecipitation-northern assay to detect association of TOGR1-HA and togr1-1-HA with the yeast U3 snoRNA. Uninduced *GAL1*::*TOGR1*:*HA* was used as a negative control. **(F)** Immunoprecipitation-northern assay to detect association of TOGR1-HA with the rice U3 snoRNA *in planta*. Leaf blades of *togr1-1* transformed with *UBi-1*::*TOGR1*:*HA*, wild-type Zhongxian 3037 and Zhonghua-11 transformed with *UBi-1*::*OsPRR1*:*HA* were used.

To characterize the subcellular localization of TOGR1 and togr1-1, green fluorescent protein (GFP) was fused to the C-terminals of TOGR1 and togr1-1, and transiently expressed in protoplasts prepared from rice seedlings under the control of a cauliflower mosaic virus *35S* promoter. With Hoechst dye and RFP-tagged *Arabidopsis* protein HDT1 [37] indicating the nuclear and nucleolar localization, respectively, it was revealed that TOGR1-GFP accumulated in the nucleus and predominantly in the nucleolus (Fig 5A and 5D). By contrast, togr1-1-GFP is only distributed in discrete spots surrounding the nucleus as it was expressed alone in protoplasts (Fig 5B), indicating that togr1-1 has lost the ability being transported into the nucleus. Intriguingly, when togr1-1-GFP was coexpressed with HDT1-RFP, it was co-localized with the marker in the nucleolus (S13A Fig), suggesting that a possible interaction between the two proteins caused an artificial location of togr1-1. Further experiments showed that locations of togr1-2-GFP, togr1-3-GFP and togr1-4-GFP were all similar to TOGR1-GFP (S13B–S13G Fig), indicating that these mutant proteins have other malfunctions rather than abnormal localization.

**Fig 5:**
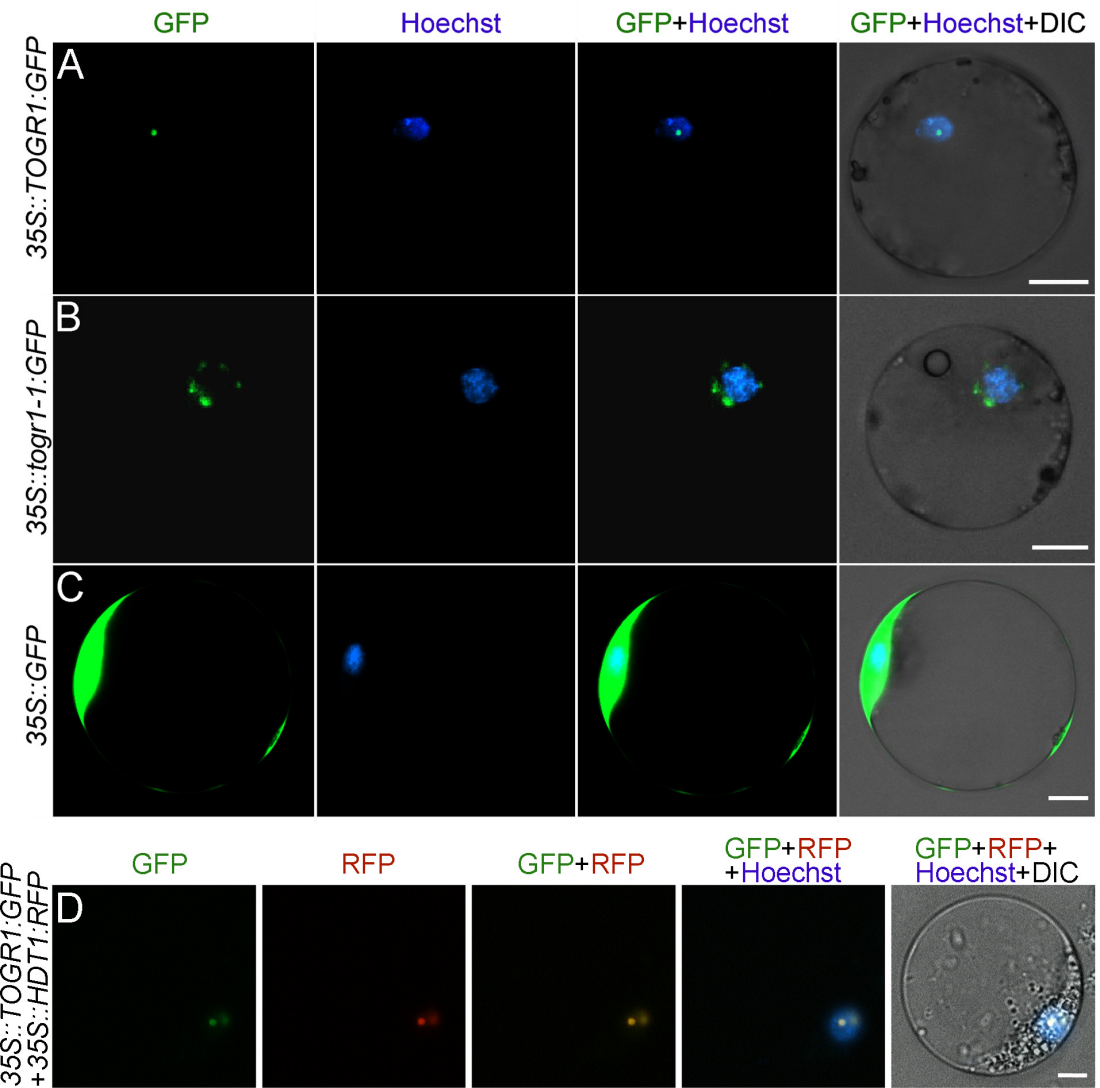
TOGR1 is predominantly localized in the nucleolus, whereas togr1-1 cannot enter the nucleus. Subcellular localization of TOGR1-GFP (A, green) and togr1-1-GFP (B, green) were visualized and photographed in protoplasts. The nucleus was stained by Hoechst dye (purple). HDT1-RFP (D, red) was used as a nucleolus marker. Protoplasts were prepared from rice seedlings and were transformed with constructs containing *35S*::*TOGR1*:*GFP* (A), *35S*::*togr1-1*:*GFP* (B) and *35S*::*TOGR1*:*GFP* plus *35S*::*HDT1*:*RFP*, respectively. *35S*::*GFP* (C) was used as a control. Scale bars: 10 μm.

Further experiments revealed that neither location of TOGR-GFP nor that of togr1-1-GFP is obviously affected by temperature (S14 Fig). It is well established that the primary function of nucleolus is ribosome biogenesis, in which rRNAs are transcribed, processed and assembled with ribosomal proteins to form immature ribosomes [38]. At the early stage of pre-rRNA processing, the U3 snoRNA and its associated proteins are assembled to form the SSU processome onto the growing 35S pre-rRNA chain co-transcriptionally [13], corresponding to the “terminal balls” at the 5' ends of the nascent pre-rRNA transcripts observed in Miller spreads under electron microscopes [38–40]. This is crucial for early pre-rRNA cleavage [41]. Hence, in agreement with the association of TOGR1 with the SSU and the defect of togr1-1 in this, the subcellular localizations of TOGR1 and togr1-1 explain the disordered rRNA maturation of the mutant, and thus further support the idea that TOGR1 is involved in pre-rRNA processing.

The capability of TOGR1 unwinding randomly synthesized RNA duplex indicates its non-sequence specificity, akin to many other RNA helicases [31,42]. This is in contrary with their specialized functions in various biological processes [31,43]. Thus, RNA helicases are generally tethered with their target RNAs or RNP complexes to execute a specific function [10,43]. The mutation point in togr1-1 is a glycine in the N-terminal flanking sequence. This glycine is widely conserved in the homologues of TOGR1 in all analyzed species except yeast Rrp3 (S8 Fig), suggesting its importance in addition to the well defined nine motifs. The togr1-1 protein has lost neither the helicase activities nor the sensitivity to temperature, but rather has lost the competence in being transported into the nucleus and tethered to SSU in the nucleolus, underscoring the critical role of the glycine allowing TOGR1 to be distributed to its functional site and the importance of tethering an RNA helicase to its target.

### TOGR1 Confers Enhanced Plant Growth under Hot Conditions

To examine effect of elevated *TOGR1* expression on plant thermotolerance, we overexpressed *TOGR1* under control of its native promoter in a rice variety Yandao 8 (S15A–S15C Fig). Two-week-old seedlings grown under 12-h-25°C/12-h-20°C condition were kept at the same condition or subjected to 45°C for 52 hours and subsequently recovered under 12-h-25°C/12-h-20°C for 7 days (Fig 6A and 6B). The transgenic plants showed significantly enhanced thermotolerance than WT after a heat stress treatment, whereas no remarkable difference between them was detected under a cool condition. They were also grown in a paddy field under Beijing’s hot summer-autumn conditions (S15F Fig). In comparison with the WT, the *TOGR1*-overexpressing plants exhibited a remarkable enhancement in plant height, 1000-grain weight and number of grains per panicle (Fig 6C–6F), whereas panicle length and number of panicles per plant were not significantly affected (S15D and S15E Fig). An exception in the number of grains per panicle was that *TOGR1-ox3* had no significant increase like the other two transgenic lines. A possible reason for this is that insertion of T-DNA during transformation disrupted the function of a gene that has positive effect on seed setting and this disruption was then compensated by overexpression of *TOGR1*.

**Fig 6:**
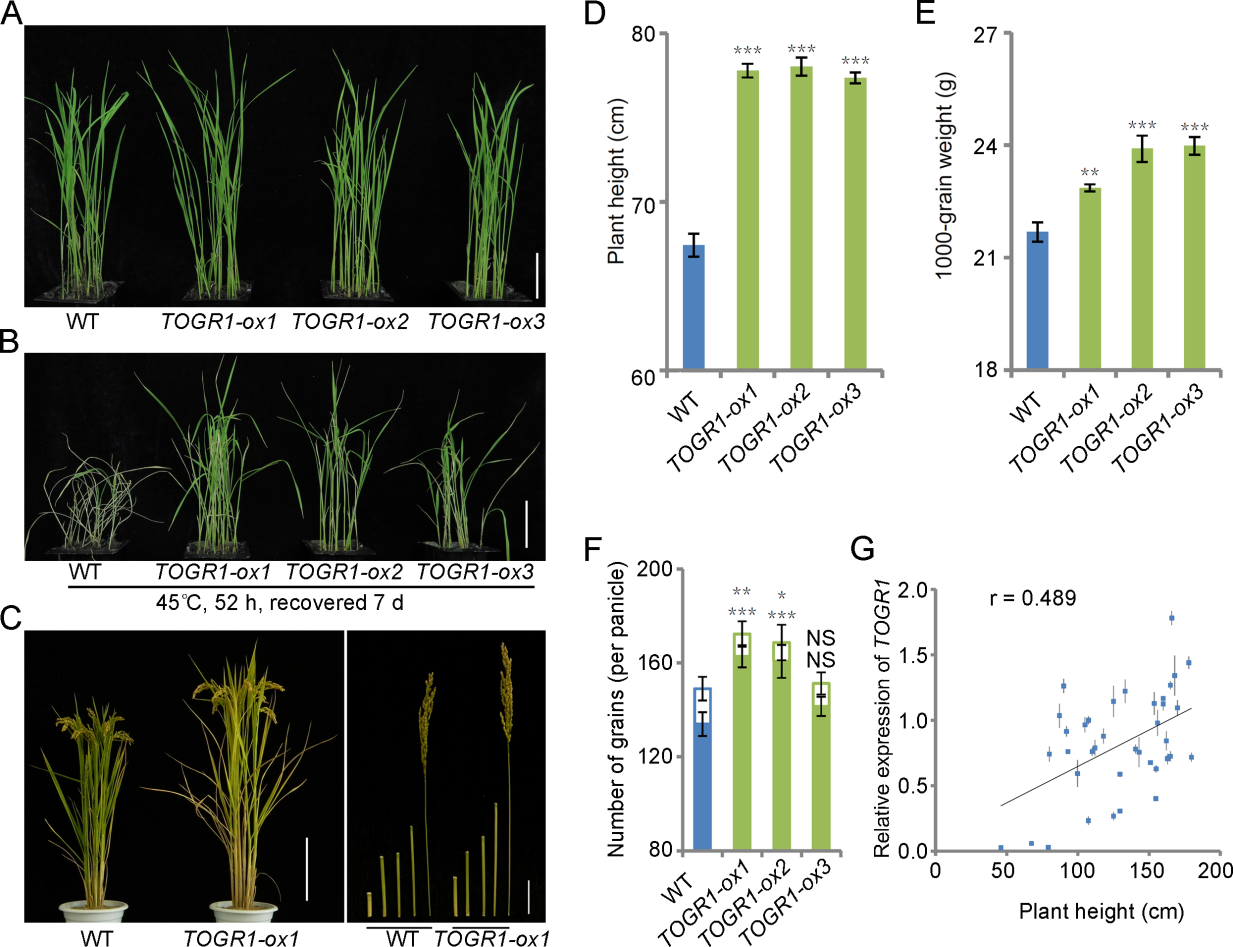
*TOGR1* confers thermotolerant growth under hot weathers. (A and B) Two-week-old WT Yandao 8 and *TOGR1*-overexpressing (*TOGR1-ox*) seedlings grown under 12-h-25°C/12-h-20°C condition were kept at the same condition (A) or were transferred to 45°C for 52 hours and subsequently recovered under 12-h- 25°C/12-h- 20°C for 7 days (B). (C) WT Yandao and *TOGR1*-overexpressing (*TOGR1-ox*) plants grown in Beijing’s summer-autumn fields. Scale bars: plant architecture, 20 cm; internode and panicle, 5 cm. (D-F) Comparison of plant height (B), 1000-grain weight (C) and number of grains per panicle (D) between the WT and *TOGR1*-overexpressing plants. (G) Correlation between plant height and *TOGR1* transcript level in 38 rice accessions including *O*. *sativa*, *O*. *granulata* and *O*. *rufipogon*. Plants were grown in Beijing’s summer-autumn field. RNA was extracted from leave blades and analyzed by qRT-PCR. Data are represented as mean ± SEM (D, n = 30 plants; E, n = 5 replicates; F, n = 30 panicles; G, n = 3 replicates). For (D-F), asterisks indicate statistical significance compared to WT: NS, not significant; *p < 0. 05; **p < 0. 01; ***p < 0.001; one-way ANOVA with *a priori* contrasts. For (G), r = 0.489; p < 0.01; Pearson product-moment correlation coefficient.

Consistently, qRT-PCR analysis of leaf blades from a collection of 38 rice varieties of *O*. *sativa*, *O*. *granulata* and *O*. *rufipogon* grown under Beijing’s hot summer-autumn conditions revealed that plant height has a moderate positive correlation (r = 0.489; p < 0.01) with the expression level of *TOGR1* (Fig 6G). These results strongly support the idea that an enhancement of *TOGR1* expression improves plant growth under hot conditions.

### TOGR1 Mediates Adaptation of the Primary Metabolism to High Temperatures

In order to investigate the impact of rRNA biogenesis disorder on transcriptome, we performed RNA sequencing in three-week-old rice seedlings grown in chambers at 25°C and 30°C, respectively. It was shown that when temperature increases, both the wild-type and *togr1-1* dramatically adjust the expression levels of more than 2,000 genes (S16 Fig). 

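RNA from the leaf blades of the fourth leaves was sequenced on the Illumina HiSeq 2000 in 4 libraries, 1 for each combination of genotype (wild type or togr1-1) and growth temperature (25 or 30 °C). The seedlings were 22 days old and had spent the last 18 days at the given temperature, and the leaf blades of each treatment were pooled into 100 mg of tissue. Pooling averages over plants, but with 1 library per treatment there is no replicate from which the spread between samples could be measured. The authors deposited the number of reads counted on each transcript model, without normalization, beside RPKM values and their own comparison of the temperatures within each genotype. The reads counted on transcripts came to 12217702 in the wild type at 25 °C, 11959859 in the wild type at 30 °C, 12371522 in togr1-1 at 25 °C and 12139238 in togr1-1 at 30 °C. Over the 4 libraries, 35204 transcript models of 28458 loci had at least 1 read. The models carry locus identifiers that the files do not pair with gene names. The transcript of TOGR1 (LOC_Os03g46610) had 175 reads in the wild type at 25 °C and 180 at 30 °C, and 127 reads in togr1-1 at 25 °C and 156 at 30 °C, summed over its 2 models. Because togr1-1 carries an amino acid substitution, these reads do not tell the genotypes apart. For TOGR1 the log2 ratio of 30 over 25 °C was 0.07 in the wild type (95% Clopper-Pearson interval -0.24 to 0.38). In togr1-1 it was 0.32 (-0.02 to 0.67). Both intervals include no change and end below 1, so counting error alone leaves no room for a 2-fold rise between these libraries. The paper reports induction of TOGR1 by qRT-PCR within hours of a rise in temperature. That is another time course than 18 days at 25 or 30 °C. For each transcript, the reads of a pair of libraries were compared by a two-sided exact binomial test conditional on their sum, with the library totals as the expected proportion and Benjamini-Hochberg adjustment. A transcript was counted as a DEG when its adjusted p-value was at most 0.001 and its scaled reads differed at least 2-fold. This test covers counting error, and so compares the libraries, not the conditions. It treats each read as an independent count. The paper does not state whether mates of a read pair were counted separately, in which case counting error would be understated.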

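Between the wild-type libraries, 2606 of 32564 transcript models with a read (8.00%) were DEGs, of which 1391 were higher at 30 °C and 1215 were lower. In togr1-1 2241 of 32357 models (6.93%) were DEGs, of which 1468 were higher at 30 °C and 773 were lower. The DEGs belonged to 2482 loci in the wild type and 2162 loci in togr1-1. The share of DEGs that were higher at 30 °C was 53.4% in the wild type (95% Wilson interval 51.5 to 55.3) and 65.5% in togr1-1 (63.5 to 67.4), where the intervals cover counting of DEGs and not the spread between plants. The direction of the wild-type majority changed with the scaling of the libraries and with the threshold. With TMM factors in place of total reads, 1127 wild-type DEGs were higher and 1461 lower at 30 °C, and with DESeq2 size factors 1120 were higher and 1470 lower, whereas in togr1-1 the higher DEGs stayed in the majority with 1259 against 935 and 1321 against 876. With total reads and a 4-fold difference, 434 wild-type DEGs were higher and 496 lower at 30 °C. The numbers of DEGs rose most with the 2-fold difference alone, to 12508 in the wild type and 12130 in togr1-1. They fell most when a spread between samples was assumed. In edgeR's exact test with a biological coefficient of variation of 0.2, 531 transcripts passed in the wild type and 286 in togr1-1. With 0.4 the numbers were 24 and 11. At 0.4 the test recovered 0 of 200 simulated 8-fold changes, so these low numbers do not show that changes are absent. DEGs with at least 200 reads over their pair of libraries were ranked by the log2 ratio with a pseudocount of 1 read. Among them, the largest rise in the wild type was that of LOC_Os04g58280.1, from 4 to 206 reads (log2 ratio 5.40, 95% Clopper-Pearson interval 4.34 to 7.61). The largest fall was that of LOC_Os09g38350.1, from 287 to 0 reads. With 3 counts in place of 0 it was 93.6-fold lower (log2 ratio -6.55), with the counting error of the 287 reads left out. The Clopper-Pearson interval of its log2 ratio ended at -6.24, a smaller fall. The corresponding transcripts in togr1-1 were LOC_Os01g45914.1 and LOC_Os08g07080.1. LOC_Os01g45914.1 rose from 10 to 5291 reads (log2 ratio 8.94, interval 8.19 to 10.14). LOC_Os08g07080.1 fell from 248 to 0 reads, 81.1-fold lower on the same reading of 0 (log2 ratio -6.34), with the interval ending at -6.03. The ranking of the rises depends on the pseudocount, as LOC_Os01g03320.1 rose from 0 to 275 reads in togr1-1 (log2 ratio 8.11).

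**Figure D1:**
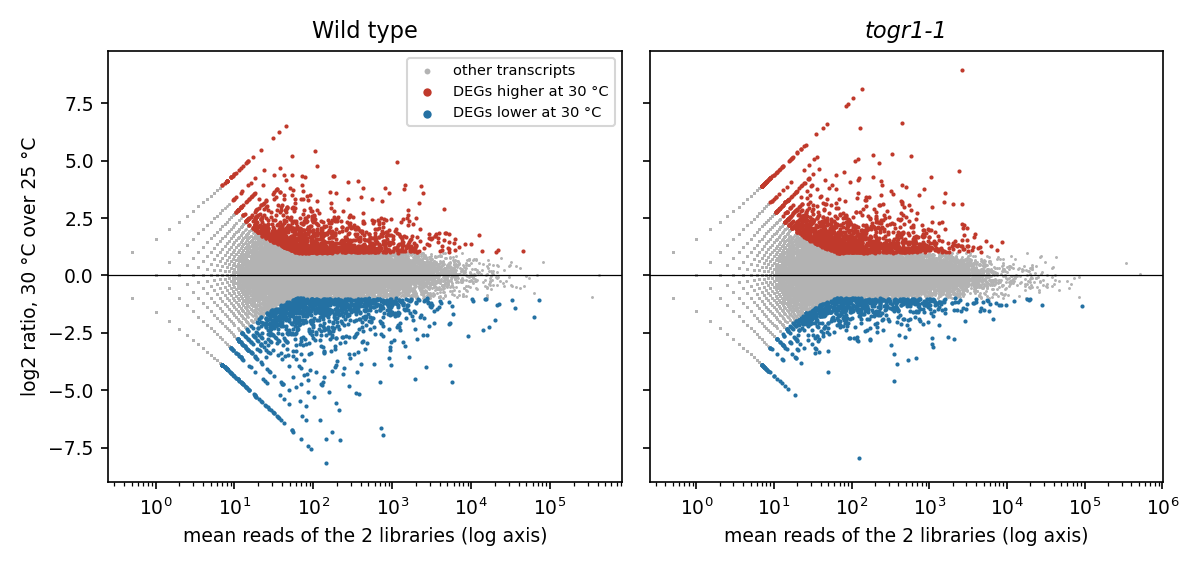
Log2 ratio of the scaled reads at 30 °C over 25 °C (1 read added to each) against the mean reads of the pair of libraries on a log axis, for each transcript model in the wild type and in togr1-1. Red and blue points are the DEGs, 1391 higher and 1215 lower at 30 °C in the wild type and 1468 higher and 773 lower in togr1-1, and grey points are the other transcripts.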

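The wild-type DEGs were the input of the GO step, which was not repeated here. The 2606 transcript models found here for the wild type came from 2482 loci. The paper's S3 Table counts 1108 wild-type DEGs in its total against 17310 genes of the genome. That is below the more than 2000 genes of the paper's text, and the 17310 genes are fewer than the 28458 loci with a read. The shares below are of the table's totals, not of all DEGs or all loci. The paper does not state how these totals were formed. Of these, the paper's table places 44 in polysaccharide metabolic process, a share of 3.97% (95% Wilson interval 2.97 to 5.29, calculated here from the paper's counts) against 1.79% of the genome. For carbohydrate metabolic process the paper's count is 88, or 7.94% (6.49 to 9.68) against 4.80%, and for glucan metabolic process it is 32, or 2.89% (2.05 to 4.05) against 1.24%. Of these terms, the smallest rest on few genes, with 9 DEGs in carbon fixation (0.812%, 0.428 to 1.54, against 0.139% of the genome) and 10 in organic substance metabolic process (0.903%, 0.491 to 1.65, against 0.214%). Response to stimulus is the largest term, with 249 DEGs by the paper's count (22.5%, 20.1 to 25.0, against 18.0%).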

Gene ontology (GO) enrichment analysis of the differentially expressed genes (DEGs) in the wild-type revealed several significantly enriched biological process categories required for growth including polysaccharide metabolic process (GO:0005976), carbohydrate metabolic process (GO:0005975), glucan metabolic process (GO:0044042), carbon fixation (GO:0015977) and organic substance metabolic process (GO:0071704), in addition to response to stimulus (GO:0050896; Fig 7A; S3 Table). By contrast, significantly enriched biological processes in *togr1-1* contained response to stimulus, response to oxidative stress (GO:0006979) and response to stress (GO:0006950), whereas the coordination of primary metabolic processes and carbon fixation were largely impaired or undetectable (Fig 7A; S3 Table). 

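The list of togr1-1 DEGs obtained from the reads held 2241 transcript models of 2162 loci. The total of the paper's S3 Table for togr1 is smaller, at 885 DEGs, and the shares below are of that total. By the paper's counts, 218 of these fall in response to stimulus (24.6%, 95% Wilson interval 21.9 to 27.6), 118 in response to stress (13.3%, 11.3 to 15.7) and 9 in response to oxidative stress (1.02%, 0.536 to 1.92). The wild-type counts of the paper for the last 2 terms are 129 (11.6%, 9.89 to 13.7) and 5 (0.451%, 0.193 to 1.05). The paper counts 24 togr1 DEGs in polysaccharide metabolic process (2.71%, 1.83 to 4.00), 56 in carbohydrate metabolic process (6.33%, 4.90 to 8.13) and 17 in glucan metabolic process (1.92%, 1.20 to 3.05). The genome shares of these terms are 1.79%, 4.80% and 1.24%, of which only the last lies within the togr1 interval. The others lie below it. It counts 0 of 885 in carbon fixation and in organic substance metabolic process, which allows a share of up to 0.339% for each by the limit of 3 counts and up to 0.432% by the Wilson interval. The Wilson interval overlaps that of the wild type for carbon fixation, which begins at 0.428%. It does not for organic substance metabolic process, where that of the wild type begins at 0.491%. The intervals cover counting error only, and no difference between the genotypes in a term was tested. Whether intervals overlap is not such a test. The paper compares each list of DEGs with the genome and finds the metabolic terms and carbon fixation enriched in the wild type alone. It states that the coordination of primary metabolism and carbon fixation is largely impaired or undetectable in togr1-1.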

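Of the DEGs of both genotypes, 789 transcript models were shared, 1817 were DEGs in the wild type alone and 1452 in togr1-1 alone. The temperature comparisons of the genotypes have no library in common. Random lists of the size of the togr1-1 DEGs, matched on reads, shared a median of 287 transcripts with the wild-type DEGs, and none of 10000 lists shared as many as 789. Among the shared DEGs 702 changed in the same direction (89.0%, 95% Wilson interval 86.6 to 91.0), with 451 higher and 251 lower at 30 °C in both. The remaining 87 changed in opposite directions, 73 of them falling in the wild type and rising in togr1-1. Many transcripts that passed in one genotype alone moved the same way in the other, namely 1284 of the 1817 in the wild type and 1001 of the 1452 in togr1-1. The difference between the responses was tested itself by a two-sided Fisher's exact test on the reads of the 4 libraries, with the same thresholds as for the DEGs. It was past them for 594 of the 1817 transcripts (32.7%) and for 410 of the 1452 (28.2%), against 1568 of all 35204 tested. Choosing transcripts that passed in one genotype alone favours a difference. Over the wild-type DEGs the median ratio of the togr1-1 log2 ratio to the wild-type log2 ratio was 0.391 (95% interval from binomial ranks 0.366 to 0.417). With the genotypes exchanged it was 0.435 (0.400 to 0.467). Choosing transcripts by one genotype lowers the ratio for the other, so values below 1 in both directions do not rank the genotypes. Across the 16983 transcripts with at least 100 reads over the 4 libraries, Pearson's r between the log2 ratios was 0.394 and Spearman's rho was 0.406, a correlation across transcripts, which are not independent replicates.

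**Figure D2:**
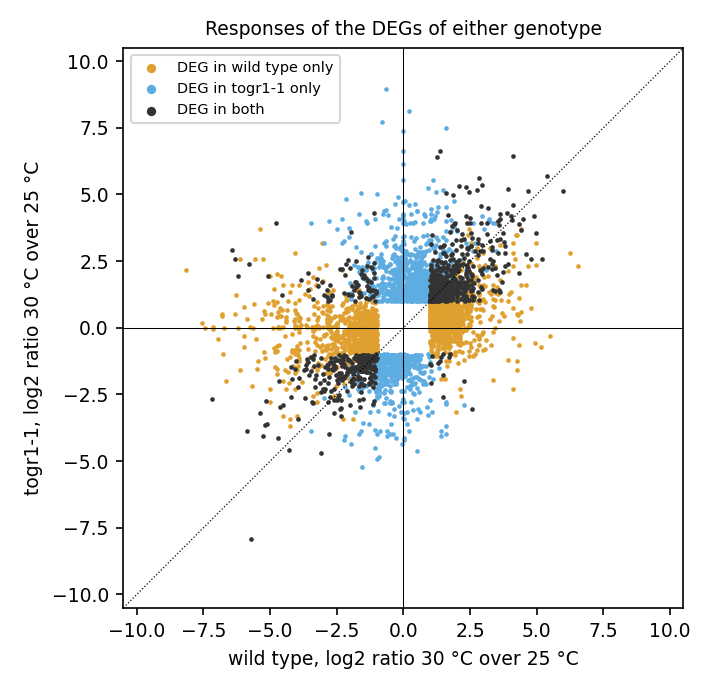
Log2 ratio of 30 °C over 25 °C in togr1-1 against that in the wild type for each transcript that was a DEG in either, with the dotted line marking equal ratios. The 789 DEGs of both genotypes are black, the 1817 of the wild type alone orange and the 1452 of togr1-1 alone blue, and the black points in the upper left and lower right of the plot are the 87 that changed in opposite directions.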

Under a moderate high temperature (30°C) that is known to promote growth of rice rather than cause heat stress [29], *togr1-1* appears to primarily divert resources to cope with environmental stimulus rather than to support growth, which normally occurs when plants are exposed to heat-stress conditions [44–46].

**Fig 7:**
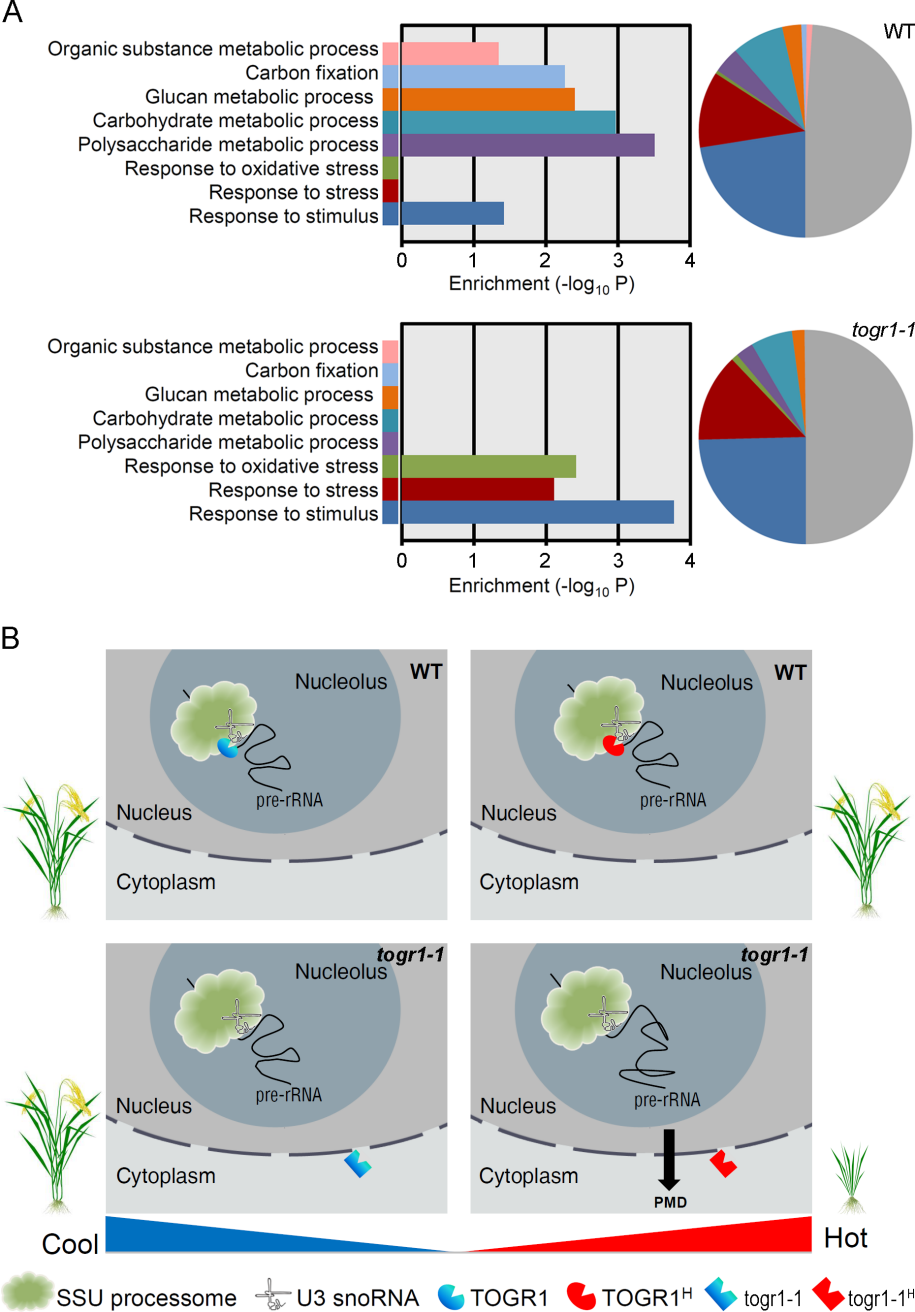
TOGR1 coordinates the primary metabolic processes required for plant growth at high temperatures. **(A)** GO functional enrichment analysis of differentially expressed genes (DEGs, ≥ 2-fold changes) in WT and *togr1-1* seedlings following a temperature increase from 25°C to 30°C, respectively. The pie charts show the frequency of the GO terms in total DEGs. The bar charts show enrichment levels of the GO terms comparing to the genome background. Significantly enriched GO terms with p value < 0.05 are shown. Ultra-geometric test was used. **(B)** Schematic diagram showing that TOGR1 serves as an intrinsic pre-rRNA processing chaperone in the nucleolus in a temperature-dependent manner. At high temperatures, proper and effective pre-rRNA processing in plants requires pre-rRNAs in a correct conformation. Being recruited to the SSU within the nucleolus and with the expression and enzymatic activity enhanced by temperature increase, TOGR1 aids the processing of pre-rRNAs by remodeling RNA conformation and allowing a proper RNP- RNA interaction, leading to an effective rRNA biogenesis required for coherent coordination of primary metabolic processes and plant growth. By contrast, togr1-1 has lost the ability of being transported into the nucleolus and is unable to remodel misfolded rRNA precursors, leading to an improper pre-rRNA processing and thus a primary metabolic disorder (PMD) and retarded plant growth at high temperatures. TOGR1^H^ and togr1-1^H^ represent proteins with elevated activities in response to temperature increase.

It was reported that ascorbate peroxidase 2 (APX2) and galactinol synthase 2 (GolS2) both protect plants from heat stress by scavenging of ROS (reactive oxygen species) and producing of osmoprotectants respectively [47–49]. To study if TOGR1’s function is related to these two genes, we next examined transcript levels of homologues of *APX2* (*LOC_Os07g49400*) and *GolS2* (*LOC_Os03g20120* and *LOC_Os07g48830*) in WT rice and *togr1-1*seedlings (S16B Fig). After one-day treatment of 45°C heat stress for seedlings previously grown at 25°C, all of the three genes showed significantly increased expressions in *togr1-1*, whereas those in the WT either not significant or the increased levels much lower. This reflects a much stronger up-regulation of the three genes in response to heat stress in *togr1-1* than that in the WT, and thus indicates a compensation to the internal disorders caused by dysfunction of *TOGR1*, but does not support the hypothesis that TOGR1 functions in the same pathway with *APX2* and *GolS2*.

Taken together, these results suggested that TOGR1 is required for a primary metabolism adaptation to at high temperatures and its mutation results in a system disorder impeding this adaptive mechanism required for normal cell division and thus plant growth at high temperatures.

## Discussion

As a ribosome factory, the nucleolus has been reported to be sensitive to various stresses including heat [50,51]. It has been proposed that during the early stage of pre-rRNA processing, the nascent pre-rRNA transcript might wrap around the SSU processome which mediates early stage cleavages [52]. Thus an effective processing requires proper RNA foldings and RNA-protein interactions regarding that RNA conformation is vulnerable to temperature changes [53]. In fact, the nucleolus contains numerous non-ribosomal proteins associated with the SSU processome to facilitate RNA folding and interaction of many components of it [54]. A number of them have been identified as RNA helicases [13,14]. Members of this protein family are known to protect organisms from various abiotic stresses including cold stress tolerance [9], but little is known about their roles in at high temperature tolerance. Our study revealed that, an SSU-associated nucleolar RNA helicase, TOGR1, appears to significantly affect early pre-rRNA cleavage (Fig 3) and is essential for the thermotolerance mechanism of rice growth. This is mediated by priming pre-rRNA processing in response to ambient temperature increase as an RNA chaperone (Fig 7B). At cool temperatures, likely with the help of other RNA helicases and the role of TOGR1 almost dispensable, the pre-rRNAs are in a functional conformation that can be readily processed into mature rRNAs to support plant growth. However, at high temperatures, the pre-rRNAs are misfolded and the interactions between pre-rRNAs and its processing proteins are disrupted, which would result in an ineffective processing of pre-rRNAs if without the assistance of TOGR1. Being recruited to the SSU in the nucleolus and with its expression and activity enhanced by temperature increases, TOGR1 appears to aid pre-rRNAs to form native conformation and proper RNA-protein interactions as an RNA chaperone. This action thus ensures the production of normal amount of rRNAs required for a proper coordination of primary metabolisms and normal plant growth at high temperatures. By contrast, the dysfunction of togr1-1 in its inability of being transported to the nucleolus and thus recruited to SSU makes it unavailable when rRNA biogenesis needs a protection from high temperature leading to pre-rRNA processing and primary metabolism disorders and thus retarded plant growth. Up to date, this is the only plant RNA helicase that has been found to modulate the growth thermotolerance, revealing a novel molecular mechanism for plants to acclimate to hot weathers.

Ribosomal RNA biogenesis is crucial for eukaryotic growth control [55,56], and is tightly coupled to environmental changes [57]. Our results demonstrate that rice enhances the rate of rRNA biogenesis at high temperatures. However, temperature increase also leads to a disruption of RNA homeostasis which further causes the delayed pre-rRNA processing, similar to the well-established cold stress effect [9,18,19,21]. Thus, RNA helicases are needed to support an effective processing of pre-rRNA at high temperatures. The retarded rRNA biogenesis and plant growth defects exhibited by the *togr1-1* mutant at high temperatures indicate an indispensable role of TOGR1 as an RNA chaperone in aiding pre-rRNA processing and normal plant growth as ambient temperature increasing.

Plants sense ambient temperature change via a set of primary thermosensors including membrane localized Ca^2+^ channels [6] and H2A.Z containing nucleosomes [7]. All provide signals for plants to make internal adjustment to adapt to temperature fluctuation. To protect pre-rRNA processing from high temperature, *TOGR1* appears to be up-regulated by temperature increasing signal and, in addition, its expression is regulated by the circadian clock and thus is synchronized with a daily temperature fluctuation which can be anticipated by the circadian clock. Our findings provide a remarkable example of high temperature induced RNA helicases, revealing a new role for a member of this protein family and, in particular, paving a way for studying the roles of RNA helicase and rRNA biogenesis in plant thermotolerance. TOGR1 appears to serve as a critical element of a “buffering” system against unfavourable temperature conditions for plants. That means this protein makes plants adaptive to a more broad range of temperatures by conferring thermotolerance. Nevertheless, further details about temperature sensing pathway of this system remain to be elucidated.

Our study has also established a molecular connection between rRNA biogenesis and cell division. It has been argued that ribosome biogenesis is a key component of the signaling network controlling cell growth and division and play roles in specific aspects of development and physiology rather than a general growth control [55,56,58]. TOGR1 may participate in a coordination program of primary metabolisms via its effect on rRNA biogenesis. Coordinated primary metabolisms and sufficient rRNA availability facilitated by TOGR1 probably provide both signals and material basis for proper cell division at high temperatures. This is consistent with a previous report that mutation of 3 ribosome biogenesis genes in *Arabidopsis* caused the similar effect [58]. However, the pathways that ribosome biogenesis influences cell division remains to be explored in more detail.

In conclusion, our results demonstrate that TOGR1 functions as a thermosensitive RNA chaperone in the nucleolus to mediate normal plant growth at high temperatures, providing a novel insight into the endogenous mechanisms protecting plants from hot weathers and a possibility to mitigate their adverse impacts on plant productivity.

## Materials and Methods

### Plant Materials and Growth Conditions

The *togr1-1* mutant was isolated from a rice (*Oryza sativa* L. ssp. *indica*) variety Zhongxian 3037. Plants were grown in the paddy fields under natural conditions or in growth chambers (12L:12D cycle with a light intensity of 200 μmol quanta m^-2^ s^-1^ and 80% humidity, unless otherwise specified). For circadian analysis, two-month-old Zhongxian 3037 plants were first entrained under 12L:12D conditions for 10 days and then transferred to continuous light conditions, and temperature was kept at 30°C. Details of positional cloning, transgenic plants and plasmid constructions were described in S1 Text.

### TILLING Screening

Allelic mutants were obtained from http://croptilling.org/ and were screened out using a previously described TILLING method [59]. Primer pairs *TOGR1T1F/ TOGR1T1R* and *TOGR1T2F/ TOGR1T2R* (S1 Text) were used for amplification.

### Tissue Stain

Cross-sections of internodes, leaf blades and roots were stained by both safranin and fast green, and leaf sheaths were stained by safranin (S1 Text).

### GUS Histochemical Analysis

A Construct containing *TOGR1pro*::*GUS* was transformed into rice, and the transgenic plants were analyzed with a GUS staining assay as described previously [60].

### Phylogenetic Analysis

The protein sequences homologous to TOGR1 were found by BLASTp (http://www.ncbi.nlm.nih.gov/BLAST/) using the entire amino acid sequence of TOGR1 as a query. The obtained amino acid sequences were aligned using Clustal W software [61] (http://www.ebi.ac.uk/clustalw/) and shaded using GenDoc. A rooted phylogenetic tree was constructed using the neighbor-joining method of the MEGA 5.2 software [62] with the following parameters: Poisson model, pairwise deletion, and bootstrap (1000 replicates).

### Subcellular Localization of the GFP Fusion Proteins

The fusion constructs (*35S*::*TOGR1*:*GFP* and *35S*::*togr1-1*:*GFP*) and control (*35S*::*GFP*) were transiently expressed in protoplasts prepared from etiolated rice seedlings as described [63]. *35S*::*HDT1*:*RFP* was used as a nucleolar marker. Protoplasts were stained by Hoechst 33258 (Sigma-Aldrich) before visualization and photography; see S1 Text.

### Helicase Assay

The 3′-overhang RNA duplex used for helicase assay were arbitrarily designed to minimize secondary structures [64] and labeled at the 5′ end of the indicated strand with ROX fluorophore (Fig 2E; Takara Bio). The ROX labeled upper strand was used as a marker and the same strand without labeling was used as a trap for the displaced lower strand of the RNA duplex. Helicase assay was performed on purified proteins using a method modified from previously described [64]. Detailed procedures of protein expression and purification and helicase assay are provided in S1 Text.

### Yeast Growth Assays

For complementation analysis, YPH499 (*MAT*a *ura3-52 lys2-80 ade2-101 trp1-Δ63 his3-Δ200 leu2-Δ1*) in which the chromosomally encoded *Rrp3* was placed under the control of the DOX-repressible *tetO7* promoter was used as parent strain [14]. Strain carrying empty *pYES2* vector or *pYES2* plasmid containing *GAL1*::*TOGR1*:*HA* or *GAL1*::*togr1-1*:*HA* was spotted on induction medium containing both DOX and D-galactose in a three 50-fold serial dilutions at OD600 0.5, 0.01 and 0.002. Growth curves were monitored in liquid induction medium, and strain carrying empty *pYES2* grown in liquid synthetic minimal medium was used as control (S1 Text).

### Immunoprecipitation

For rice, *UBi-1*::*TOGR1*:*HA* plants in *togr1-1* background were grown for 60 days in growth chamber. Wild-type Zhongxian 3037 and *UBi-1*::*OsPRR1*:*HA* plants in Zhonghua-11 background were used as negative controls. Leaf blades were harvest and plant whole-cell extracts were prepared as previously described [65].

For yeast, *tetO7*::*Rrp3* YPH499 strain harbouring *GAL1*::*TOGR1*:*HA* or *GAL1*::*togr1-1*:*HA* were cultured in liquid induction medium containing both DOX and D-galactose at 30°C. The *GAL1*::*TOGR1*:*HA* strain and the parent strain grown in liquid synthetic minimal medium were used as negative controls. At exponential stage, yeast whole-cell extracts were prepared according to a published method [66] using glass beads (Sigma-Aldrich). Immunoprecipitation was performed as previously described [67]. Total RNA was then extracted for northern analysis. Detailed procedures are provided in S1 Text.

### RNA Methods

For northern blotting, RNA probes antisense to the rice or yeast U3 snoRNA labeled with [α-^32^P] UTP and oligonucleotides labeled with [γ-^32^P]ATP at the 5′ ends were used to detect the U3 snoRNAs and pre-rRNA processing intermediates, respectively. The 5′ and 3′ ends of rRNA precursors were determined by circular RT-PCR as described previously [68]. For qRT-PCR, three biological and three technical repeats were performed in the experiments. Primers and detailed procedures are provided in S1 Text.

### Transcriptome Resequencing and Gene Ontology (GO) Analysis

RNA sequencing of Zhongxian 3037 at 25°C and 30°C and *togr1-1* at 25°C and 30°C was conducted by BGI (Shenzhen, China). 

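In the authors' deposited table the log2 ratio is that of 25 over 30 °C, so a negative value is a transcript higher at 30 °C, and an RPKM of 0 was replaced by 0.001 before the ratio was taken. A difference of at least 2-fold alone was met by 12508 transcript models in the wild type and 12130 in togr1-1, of which 6859 and 6735 had fewer than 10 reads over their pair of libraries. With an FDR of at most 0.001 from the authors' deposited table added, the authors' values give 2702 transcripts in the wild type, 1440 of them higher at 30 °C. The authors' deposited table gives 2347 such transcripts in togr1-1, 1531 of them higher at 30 °C. These lists contain each of the DEGs obtained here from the reads and a further 96 transcripts in the wild type and 106 in togr1-1.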

DEGs (differentially expressed genes) with difference equal or higher than 2-fold between the two temperature levels were then mapped to GO terms in the database (http://www.geneontology.org/). Ultra-geometric test was used to find significantly enriched GO terms in DEGs comparing to the genome background, taking p≤0.05 as a threshold; see S1 Text.

### Protein Gel and Blot Analysis

Protein samples extracted from plant leaves or yeast cells were separated on SDS-PAGE gels, and then directly visualized or analyzed by Western blot (S1 Text).

### Accession Numbers

RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE42096.

## Supporting Information

S1 Fig Daily maximum and minimum temperatures of rice-growing fields at three locations of China. Brown curves, Beijing from May 13^th^ to Sep 20^th^ (summer-autumn) in 2011; red curves, Yangzhou in the Yangtze River Delta from May 13^th^ to Sep 20^th^ (summer-autumn) in 2011; blue curves, Lingshui in Hainan Island, from Dec 1^st^, 2010 to Apr 10^th^ (winter-spring), 2011.
(TIF) Click here for additional data file.

S2 Fig Phenotypic characterization of the *togr1-1* mutant. (A-E) Comparison of plant height, number of panicles per plant, number of grains per panicle, panicle length and 1000-grain weight between WT and *togr1-1* grown in Beijing and Lingshui’s fields. Filled and unfilled columns in (C) indicate numbers of filled and unfilled grains, respectively. (F-H) Evaluation of thermosensitivity of *togr1-1* seedlings. Newly geminated WT and *togr1-1* seedlings were grown in climate chambers at indicated temperatures for three weeks before detecting maximum root length, crown root number and upground plant height. Data are represented as mean ± SEM (A and B, n = 20 plants; C and D, n = 20 panicles; E, n = 5 replicates; F-H, n = 15 plants). Asterisks indicate statistical significance compared to WT: NS, not significant; *p < 0.05; ***p < 0.001; one-way ANOVA with *a priori* contrasts.
(TIF) Click here for additional data file.

S3 Fig Comparison of mature organs between WT and *togr1-1* grown under Beijing’s summer-autumn conditions. (A) Plant architectures of WT (left) and *togr1-1* (right). FL, flag leaf; 15th, the fifteenth leaf; P, panicle; I-V, internode I-V. Scale bar: 5 cm. (B) Cross-sections of the 15th leaf blades of plants. LVB, large vascular bundle; SVB, small vascular bundle; MB, midrib. Scale bars: 0.5 mm. (C-E) Comparison of internode (C, IN), leaf blade (C, LB), root maturation zone (C, RM) and leaf sheath (D and E) cells between the WT and *togr1-1*. Internodes were collected from plants grown in Beijing’s summer-autumn field at heading stage. Leaf blades and sheaths and roots were collected from seedlings grown at 35°C. Scale bars: 50 μm. For leaf sheath, cell length was measured and cell number along the longitudinal direction was counted. For (E), data are represented as mean ± SEM (cell length measurement, n = 80 cells; cell number counting, n = 4 leaf sheaths). Asterisks indicate statistical significance compared to WT: NS, not significant; ***p<0.001; t-test.
(TIF) Click here for additional data file.

S4 Fig Isolation of *TOGR1* gene. (A) Fine mapping and cloning of the *TOGR1* locus. The mutation site at the *togr1-1* genome is indicated by an inverted vertical arrow. *P1* to *P10* are polymorphic DNA markers developed in this work. Numbers of recombinants are shown under each marker. *BAC1*-*BAC8* correspond to *AC151537*, *AC139174*, *AC135792*, *AC145388*, *AC133930*, *AC146718*, *AC105747* and *AC093018*, respectively. (B) Growth of the complemented *togr1-1*+*TOGR1* plant in comparison that of WT and *togr1* in Beijing’s summer-autumn field. A construct containing *TOGR1pro*::*TOGR1* was used for complementation transformation. Scale bar: 15 cm. (C) PCR identification of *TOGR1* complementation transgenic lines. Primers *35SF* and *35SR* were used to confirm the presence of the transgene. Partial 17S rRNA gene amplified by primers *17SF*/*17SR* was used as reference. NC, negative control of non-transgenic plant. Sizes of DNA markers are given on the left.
(TIF) Click here for additional data file.

S5 Fig Allelic mutants of *togr1*. (A and B) Mutation sites of four allelic mutants of *togr1*. *togr1-1* is in Zhongxian 3037 background, and *togr1-2* to *-4* are in Zhonghua 11 background. (C and D) Three-month-old plants grown in a paddy field under Beijing’s summer-autumn conditions. Scale bars: 10 cm. (E) Two-week-old seedlings grown in chamber at 25 and 35°C. Scale bars: 5 cm.
(TIF) Click here for additional data file.

S6 Fig Daily maximum and minimum temperatures of the allelic mutants growing fields in Beijing from May 11^th^ to Jul 31^st^ (summer) in 2015. (TIF) Click here for additional data file.

S7 Fig histochemical analysis of expression of TOGR1. β-Glucuronidase (GUS) histochemical analysis of *TOGR1* expression shows its expression in leaf blade, seedling shoot, roots, internode, and anthers. Plants were transformed with a construct containing *TOGR1pro*::*GUS*. Scale bars: leaf blade, 2 mm; cross-section of leaf blade and internode, 0.1 mm; seedling shoot, roots and spikelet, 5 mm; internode and anther, 1 mm.
(TIF) Click here for additional data file.

S8 Fig Amino acid sequence alignments of TOGR1 protein and its related sequences in 13 species. Amino acid sequences were aligned using Clustal W. Alignment was shaded using GenDoc. Identical amino acid residues and conservative changes are indicated in black and grey background, respectively. Nine conserved motifs are labeled. The mutation site in togr1 is marked with asterisk.
(PDF) Click here for additional data file.

S9 Fig A phylogenetic tree showing TOGR1 and its related sequences in 13 species. The tree was constructed using the neighbor-joining method based on a Clustal W alignment. Bootstrap values based on 1000 replications are indicated in their respective nodes. The scale bar indicates genetic distance based on branch length.
(PDF) Click here for additional data file.

S10 Fig Expression and purification of TOGR1 and togr1 proteins for helicase activity analysis. Desired proteins were cleaved from N-His-SUMO-fusion proteins purified from *E*. *coli* lysates and the GST-tagged protease used for cleavage was removed by using GST binding resin. Proteins were run on 12% polyacrylamide gel.
(TIF) Click here for additional data file.

S11 Fig Sequence of the 17S precursor *P-A3* detected by circular RT-PCR. Sequence of the 17S rRNA region is shown in bold letters.
(PDF) Click here for additional data file.

S12 Fig Western blot analysis of HA-tagged proteins expressed in yeast and rice plants. Lanes 1 and 2, *tetO7*::*Rrp3* yeast strain carrying *GAL1*::*TOGR1*:*HA* and *GAL1*::*togr1*:*HA*, respectively; lanes 3 and 4, *togr1* rice plants carrying *UBi-1*::*TOGR1*:*HA*. Yeast carrying empty *pYES2* (lane 5) and wild-type rice (lane 6) were used as negative controls. Total protein was extracted from yeast or rice leaf blades and run on 12% polyacrylamide gel. HA-tagged proteins were detected using mouse anti-HA monoclonal antibodies. ACTIN was analyzed by anti-ACTIN as an internal control.
(TIF) Click here for additional data file.

S13 Fig Localization of togr1-1-GFP, togr1-2-GFP, togr1-3-GFP and togr1-4-GFP. Subcellular localization of togr1-1-GFP (A, green), togr1-2-GFP (B and E, green), togr1-3-GFP (C and F, green) and togr1-4-GFP (D and G, green) were visualized and photographed in protoplasts. The nucleus was stained by Hoechst dye (purple). HDT1-RFP (red) was used as a nucleolus marker. Protoplasts were prepared from rice seedlings and were transformed with respective constructs. Scale bars: 10 μm.
(TIF) Click here for additional data file.

S14 Fig Localization of TOGR1-GFP and togr1-1-GFP at two different temperature levels. Subcellular localization of TOGR1-GFP (A and B, green) and togr1-1-GFP (C and D, green) were visualized and photographed in protoplasts. The nucleus was stained by Hoechst dye (purple). Protoplasts were prepared from rice seedlings and were transformed with constructs containing *35S*::*TOGR1*:*GFP* (A and B) and *35S*::*togr1-1*:*GFP* (C and D), respectively. Transformed protoplasts were either incubated at 4°C for one day (A and C) or treated with 22h°C 20+ 2h 35°C (B and D). Scale bars: 10 μm.
(TIF) Click here for additional data file.

S15 Fig Over-expressing *TOGR1* in rice plants. (A) WT and *TOGR1*-overexpressing plants at heading stage. Scale bar: 20 cm. (B) PCR identification of *TOGR1*-overexpressing transgenic lines. Primers *35SF* and *35SR* were used to confirm the presence of the transgene. Partial 17S rRNA gene amplified by primers *17SF*/*17SR* was used as reference. NC, negative control of non-transgenic plant. Sizes of DNA markers are given on the left. (C) Transcript level of *TOGR1* in the WT and *TOGR1*-overexpressing transgenic lines. The average transcript level of *TOGR1* in WT is set to 1. (D and E) Comparison of panicle length and number of panicles per plant between the WT and *TOGR1*-overexpressing transgenic lines grown in Beijing’s summer-autumn fields. Data are represented as mean ± SEM (C, n = 3 replicates; D, n = 30 plants; E, n = 120 panicles). Asterisks indicate statistical significance compared to WT: NS, not significant; **p < 0.01; ***p < 0.001; one-way ANOVA with *a priori* contrasts. (F) Daily maximum and minimum temperatures of the rice-growing fields in Beijing from May 13^th^ to Sep 20^th^ (summer-autumn) in 2014.
(TIF) Click here for additional data file.

S16 Fig Analysis of differentially expressed genes (DEGs) in *togr1* and WT plants at different temperatures. (A) Wild-type and *togr1* seedlings were grown at 25°C (WT-25°C and *togr1*-25°C) and 30°C (WT-30°C and *togr1*-30°C) for 18 days, respectively. Total RNA was extracted from leaf blades. Transcriptome data were obtained from RNA sequencing. Numbers of DEGs between samples are compared as indicated. (B) Transcript levels of *LOC_Os07g49400*, *LOC_Os03g20120* and *LOC_Os07g48830* in the WT and *togr1-1* seedlings after one-day of 45°C heat stress treatment. Seedlings grown at 25°C were used as controls. The average transcript levels of the three genes in WT at 25°C are set to 1. Data are represented as mean ± SEM (n = 3 plants). Asterisks indicate statistical significance: NS, not significant; *p < 0.05; **p < 0.01; ***p < 0.001; one-way ANOVA with *a priori* contrasts.
(TIF) Click here for additional data file.

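The genotypes were also compared at each temperature by the same rule. At 25 °C, 1338 transcript models differed between the togr1-1 and wild-type libraries, 486 of them higher and 852 lower in togr1-1. At 30 °C the number was 1810, with 1110 higher and 700 lower in togr1-1. The paper's panel itself was not used here. Of the transcripts that differed at both temperatures, 238 of 337 did so in the same direction, 147 of them higher and 91 lower in togr1-1. With an assumed biological coefficient of variation of 0.2 in edgeR's exact test, 190 transcripts passed at 25 °C and 401 at 30 °C, and with 0.4 the numbers were 20 and 27.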

S1 Table List of the oligonucleotides used for northern analysis and circular RT-PCR. (PDF) Click here for additional data file.

S2 Table Relative transcript level of *TOGR1* in 38 rice accessions. (PDF) Click here for additional data file.

S3 Table GO functional enrichment analysis of differently expressed genes (DEGs, ≥2-fold change) following a temperature increase in WT and mutant (*togr1*) seedlings. (PDF) Click here for additional data file.

S1 Text Supplemental experimental procedures. (PDF) Click here for additional data file.

# Supplementary material for: Nucleolar DEAD-Box RNA Helicase TOGR1 Regulates Thermotolerant Growth as a Pre-rRNA Chaperone in Rice
**Source:** PLoS Genet. 2016 Feb 5;12(2):e1005844. doi: 10.1371/journal.pgen.1005844
**Supplement:** S8 Fig — Amino acid sequences were aligned using Clustal W. Alignment was shaded using GenDoc. Identical amino acid residues and conservative changes are indicated in black and grey background, respectively. Nine conserved motifs are labeled. The mutation site in togr1 is marked with asterisk.

|                          |     |   |                                                          |
|--------------------------|-----|---|----------------------------------------------------------|
| <i>O. sativa</i>         | 430 | : | LTTMKEGGGHHK-----KRRKNEDEE-----EEERNAPVSR-----           |
| <i>H. vulgare</i>        | 413 | : | LTKLKEDGGHKK-----RRKAAEDED-----EEEEAPRGHRQ-----          |
| <i>B. distachyon</i>     | 405 | : | LTKLKEDGGHKK-----RRKQDDDDDE-----EEKAPRGHR-----           |
| <i>Z. mays</i>           | 414 | : | LTKLKDSGGHKK-----RRNVGDDDEE-----VEDHSSHSRR-----          |
| <i>S. bicolour</i>       | 414 | : | LTKLKDSGGHKK-----RRKAGDDDEE-----VEDYS-HSKR-----          |
| <i>A. thaliana</i>       | 408 | : | AMNMKESGGGRK-----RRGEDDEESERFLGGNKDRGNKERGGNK-----       |
| <i>V. vinifera</i>       | 430 | : | QMKVKETGGKKK-----RRGGDEGE-----EEIDRYLASK-----            |
| <i>G. max</i>            | 398 | : | VMKMKETGGKKK-----RRGEEDYDG-----EDIDKYLGLK-----           |
| <i>P. patens</i>         | 406 | : | TMHMRKDGAKKGGK----RRGHGDDDDG-----DNRGPGRPEKG-----        |
| <i>S. moellendorffii</i> | 395 | : | AMHIREKDASKKSK---KRRNGDDDEA-----DDGG---YMA-----          |
| <i>S. cerevisiae</i>     | 469 | : | VMEMNRRNKKKI-----ARGKGRRGRM-----                         |
| <i>H. sapiens</i>        | 411 | : | RMELREHGEKK-----KRSREDAGDN-----DDTEGAIGVRN-----KVA       |
| <i>D. grimshawi</i>      | 444 | : | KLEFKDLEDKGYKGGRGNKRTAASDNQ-----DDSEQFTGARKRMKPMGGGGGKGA |
| <i>C. reinhardtii</i>    | 404 | : | TMQMKADAGKKG-----KPKADDDDEG-----AGGGGRG-----             |

|                          |     |   |                        |
|--------------------------|-----|---|------------------------|
| <i>O. sativa</i>         | 462 | : | -----KSKSFNKSRRR----   |
| <i>H. vulgare</i>        | 446 | : | -----KSRSFKKSSRR----   |
| <i>B. distachyon</i>     | 437 | : | -----KPKSFKKSSRR----   |
| <i>Z. mays</i>           | 446 | : | -----PKSLKRSNRR----    |
| <i>S. bicolour</i>       | 445 | : | -----PKSFKKSNRR----    |
| <i>A. thaliana</i>       | 447 | : | -----DKKSSKKFKR----    |
| <i>V. vinifera</i>       | 460 | : | -----NGKSSKKLKKR----   |
| <i>G. max</i>            | 429 | : | -----ECKSSKKFRRR----   |
| <i>P. patens</i>         | 441 | : | -----GTRPKKQFKKSR----  |
| <i>S. moellendorffii</i> | 426 | : | -----GKR--KQSKKR----   |
| <i>S. cerevisiae</i>     | 491 | : | -----MTRENMDMGER----   |
| <i>H. sapiens</i>        | 446 | : | GGK-----MKRRKGR----    |
| <i>D. grimshawi</i>      | 497 | : | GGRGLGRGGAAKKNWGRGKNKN |
| <i>C. reinhardtii</i>    | 434 | : | -----GPKPKLGGGRKY--    |

# Supplementary material for: Nucleolar DEAD-Box RNA Helicase TOGR1 Regulates Thermotolerant Growth as a Pre-rRNA Chaperone in Rice
**Source:** PLoS Genet. 2016 Feb 5;12(2):e1005844. doi: 10.1371/journal.pgen.1005844
**Supplement:** S11 Fig — Sequence of the 17S rRNA region is shown in bold letters.

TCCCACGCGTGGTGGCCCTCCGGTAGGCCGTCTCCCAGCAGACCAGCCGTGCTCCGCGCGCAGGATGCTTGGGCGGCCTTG  
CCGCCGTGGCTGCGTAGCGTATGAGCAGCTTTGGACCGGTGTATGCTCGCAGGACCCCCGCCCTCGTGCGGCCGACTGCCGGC  
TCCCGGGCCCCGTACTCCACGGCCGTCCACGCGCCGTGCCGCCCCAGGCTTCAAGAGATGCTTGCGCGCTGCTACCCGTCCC  
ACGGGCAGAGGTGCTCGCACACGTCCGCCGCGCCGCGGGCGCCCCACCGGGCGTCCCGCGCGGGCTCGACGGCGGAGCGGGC  
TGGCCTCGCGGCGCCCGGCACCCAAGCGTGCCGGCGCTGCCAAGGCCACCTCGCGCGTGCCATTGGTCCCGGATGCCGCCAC  
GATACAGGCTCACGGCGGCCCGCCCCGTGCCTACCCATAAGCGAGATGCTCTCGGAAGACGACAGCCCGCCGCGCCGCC  
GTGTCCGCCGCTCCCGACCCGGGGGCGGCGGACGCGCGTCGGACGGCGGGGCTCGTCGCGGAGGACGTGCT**ACCTGGTT**  
**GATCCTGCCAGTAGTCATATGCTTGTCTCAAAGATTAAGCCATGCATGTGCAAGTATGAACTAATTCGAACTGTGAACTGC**  
**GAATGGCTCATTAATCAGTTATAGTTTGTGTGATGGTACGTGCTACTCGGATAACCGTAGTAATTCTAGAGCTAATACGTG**  
**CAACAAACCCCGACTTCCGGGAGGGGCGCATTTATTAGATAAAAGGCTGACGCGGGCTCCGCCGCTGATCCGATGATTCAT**  
**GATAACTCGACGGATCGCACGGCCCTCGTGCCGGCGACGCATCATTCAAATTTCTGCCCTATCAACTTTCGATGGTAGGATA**  
**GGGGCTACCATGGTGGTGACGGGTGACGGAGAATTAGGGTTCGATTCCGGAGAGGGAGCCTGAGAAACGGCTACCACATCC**  
**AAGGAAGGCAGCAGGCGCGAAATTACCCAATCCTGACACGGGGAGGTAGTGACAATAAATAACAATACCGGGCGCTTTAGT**  
**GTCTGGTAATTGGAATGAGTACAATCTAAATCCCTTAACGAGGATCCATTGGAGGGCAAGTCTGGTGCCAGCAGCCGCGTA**  
**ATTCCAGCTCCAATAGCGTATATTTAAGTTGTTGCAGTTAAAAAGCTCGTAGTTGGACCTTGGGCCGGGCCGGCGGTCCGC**  
**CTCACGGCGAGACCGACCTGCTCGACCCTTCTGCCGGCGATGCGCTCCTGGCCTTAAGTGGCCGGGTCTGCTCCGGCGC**  
**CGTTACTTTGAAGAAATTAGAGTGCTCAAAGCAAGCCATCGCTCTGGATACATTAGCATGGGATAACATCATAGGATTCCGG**  
**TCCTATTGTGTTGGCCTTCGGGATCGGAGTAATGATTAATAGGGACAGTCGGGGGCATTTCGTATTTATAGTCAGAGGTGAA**  
**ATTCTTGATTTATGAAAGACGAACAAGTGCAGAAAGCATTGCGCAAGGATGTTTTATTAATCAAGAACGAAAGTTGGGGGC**  
**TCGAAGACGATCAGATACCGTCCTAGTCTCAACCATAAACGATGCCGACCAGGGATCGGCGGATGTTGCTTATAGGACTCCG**  
**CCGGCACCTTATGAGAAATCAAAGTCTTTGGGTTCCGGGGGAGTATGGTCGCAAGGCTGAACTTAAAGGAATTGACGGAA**  
**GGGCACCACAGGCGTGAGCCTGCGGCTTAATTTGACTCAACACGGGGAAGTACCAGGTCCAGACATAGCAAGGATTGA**  
**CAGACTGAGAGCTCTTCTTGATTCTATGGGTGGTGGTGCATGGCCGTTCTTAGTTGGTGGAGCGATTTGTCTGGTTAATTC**  
**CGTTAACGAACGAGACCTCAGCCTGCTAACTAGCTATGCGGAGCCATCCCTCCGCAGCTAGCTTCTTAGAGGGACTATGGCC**  
**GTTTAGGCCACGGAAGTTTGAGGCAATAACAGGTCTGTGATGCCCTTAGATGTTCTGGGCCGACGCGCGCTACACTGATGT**  
**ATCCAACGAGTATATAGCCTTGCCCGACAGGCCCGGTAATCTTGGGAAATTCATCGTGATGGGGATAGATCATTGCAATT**  
**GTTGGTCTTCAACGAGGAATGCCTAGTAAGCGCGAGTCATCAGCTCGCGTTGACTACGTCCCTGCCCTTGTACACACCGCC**  
**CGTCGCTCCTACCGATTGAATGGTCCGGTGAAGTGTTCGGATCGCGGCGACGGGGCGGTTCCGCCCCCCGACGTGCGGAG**  
**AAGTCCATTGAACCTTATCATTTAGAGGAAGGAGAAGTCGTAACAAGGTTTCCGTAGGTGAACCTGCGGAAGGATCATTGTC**  
**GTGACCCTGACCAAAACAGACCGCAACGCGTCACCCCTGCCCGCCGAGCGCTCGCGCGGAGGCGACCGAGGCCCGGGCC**  
**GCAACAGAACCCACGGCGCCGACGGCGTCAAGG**

# Supplementary material for: Nucleolar DEAD-Box RNA Helicase TOGR1 Regulates Thermotolerant Growth as a Pre-rRNA Chaperone in Rice
**Source:** PLoS Genet. 2016 Feb 5;12(2):e1005844. doi: 10.1371/journal.pgen.1005844
**Supplement:** S1 Table

**S1 Table. List of the oligonucleotides used for northern analysis and circular RT-PCR.**

| Name        | sequence                          | Note                   |
|-------------|-----------------------------------|------------------------|
| <i>S1</i>   | 5' -GTCCTCCGCGACGAGCCCGC-3'       | northern blot analysis |
| <i>S2</i>   | 5' -TGCTGCCTTCCTTGGATGTG-3'       |                        |
| <i>S3</i>   | 5' -GCGGTCTGTTTTGGTCAGGGTCACGA-3' |                        |
| <i>S4</i>   | 5' -GCGCGGAGCGTCTTTTGGC-3'        |                        |
| <i>S5</i>   | 5' -GAGGCGTTCGCTCTCGGTGC-3'       |                        |
| <i>S6</i>   | 5' -TGGATCTCAGTGGATCGTGG-3'       |                        |
| <i>CRT1</i> | 5' -GTCCTCCGCGACGAGCC-3'          | circular RT-PCR        |
| <i>CRTF</i> | 5' -TCGTGACCCTGACCAAAACAG-3'      |                        |
| <i>CRTR</i> | 5' -GGGTCGGGAGCGGCGGACAC-3'       |                        |

# Supplementary material for: Nucleolar DEAD-Box RNA Helicase TOGR1 Regulates Thermotolerant Growth as a Pre-rRNA Chaperone in Rice
**Source:** PLoS Genet. 2016 Feb 5;12(2):e1005844. doi: 10.1371/journal.pgen.1005844
**Supplement:** S2 Table

**S2 Table. Relative transcript level of *TOGR1* in 38 rice accessions.**

| Name           | Original producing area | Mean transcript level of <i>TOGR1</i> | S.E.   | Mean plant height (cm) | Type                      |
|----------------|-------------------------|---------------------------------------|--------|------------------------|---------------------------|
| Wuke-4         | China                   | 1.00                                  | 0.0307 | 107.5                  | <i>indica</i>             |
| Hongmangnuo    | China                   | 1.13                                  | 0.0855 | 153.7                  | <i>temperate japonica</i> |
| Lijianghei     | China                   | 0.72                                  | 0.038  | 165                    | <i>temperate japonica</i> |
| Maguzhi        | China                   | 0.63                                  | 0.0261 | 155                    | <i>temperate japonica</i> |
| Nipponbare     | Japan                   | 0.59                                  | 0.1018 | 99.8                   | <i>temperate japonica</i> |
| Yandao8        | China                   | 0.06                                  | 0.0013 | 67.4                   | <i>temperate japonica</i> |
| Zhonghua11     | China                   | 0.79                                  | 0.06   | 112                    | <i>temperate japonica</i> |
| O. rufipogon   | China                   | 1.14                                  | 0.1198 | 125                    | <i>rufipogon</i>          |
| 9311           | China                   | 0.76                                  | 0.0324 | 110                    | <i>indica</i>             |
| Baipigu        | China                   | 1.13                                  | 0.0494 | 160                    | <i>indica</i>             |
| Basmati113     | India                   | 1.09                                  | 0.059  | 170                    | <i>indica</i>             |
| Benguzhong     | China                   | 0.27                                  | 0.0305 | 125                    | <i>indica</i>             |
| Changainuo     | China                   | 0.23                                  | 0.0317 | 107.4                  | <i>indica</i>             |
| Dabaihangu     | China                   | 1.44                                  | 0.0476 | 178                    | <i>indica</i>             |
| Dahongjiao-3   | China                   | 0.71                                  | 0.0129 | 163                    | <i>indica</i>             |
| Danuo          | China                   | 0.88                                  | 0.0567 | 118                    | <i>indica</i>             |
| Dayemaozhan    | China                   | 0.91                                  | 0.0384 | 92                     | <i>indica</i>             |
| Erpozao        | China                   | 0.76                                  | 0.0106 | 93                     | <i>indica</i>             |
| Hanzhangu      | China                   | 0.31                                  | 0.0069 | 129.6                  | <i>indica</i>             |
| Hanzhangu      | China                   | 0.59                                  | 0.0189 | 129.6                  | <i>indica</i>             |
| Hongjiaowen    | China                   | 0.4                                   | 0.0145 | 154.8                  | <i>indica</i>             |
| IR24           | Philippine              | 0.97                                  | 0.0591 | 105                    | <i>indica</i>             |
| Liuyuegu       | China                   | 1.04                                  | 0.0913 | 87                     | <i>indica</i>             |
| Maweibaimizhan | China                   | 0.72                                  | 0.0329 | 179.8                  | <i>indica</i>             |
| Maweixian      | China                   | 0.76                                  | 0.1124 | 143                    | <i>indica</i>             |
| Nanjing-6      | China                   | 0.68                                  | 0.0125 | 151                    | <i>indica</i>             |
| Nantehao       | China                   | 1.17                                  | 0.014  | 160                    | <i>indica</i>             |
| Xiangzhou-4    | China                   | 1.26                                  | 0.0538 | 90                     | <i>indica</i>             |
| Yangguzi-2     | China                   | 0.98                                  | 0.0977 | 156                    | <i>indica</i>             |
| Yanzhan        | China                   | 1.78                                  | 0.0549 | 166                    | <i>indica</i>             |
| Yanzhanzhong   | China                   | 0.78                                  | 0.0337 | 140.5                  | <i>indica</i>             |
| Yezhugu        | China                   | 1.34                                  | 0.1526 | 168                    | <i>indica</i>             |
| Zaobaigu       | China                   | 0.84                                  | 0.0718 | 162.2                  | <i>indica</i>             |
| Zhefu-802      | China                   | 0.74                                  | 0.0582 | 80                     | <i>indica</i>             |
| Zhenzhunuo     | China                   | 1.22                                  | 0.0891 | 133.2                  | <i>indica</i>             |
| O.granulata I  | China                   | 0.027                                 | 0.0017 | 45.9                   | <i>granulata</i>          |
| O.granulata II | China                   | 0.03                                  | 0.0016 | 79.3                   | <i>granulata</i>          |
| Dular          | India                   | 1.27                                  | 0.0312 | 165                    | <i>aus</i>                |

# Supplementary material for: Nucleolar DEAD-Box RNA Helicase TOGR1 Regulates Thermotolerant Growth as a Pre-rRNA Chaperone in Rice
**Source:** PLoS Genet. 2016 Feb 5;12(2):e1005844. doi: 10.1371/journal.pgen.1005844
**Supplement:** S3 Table

**S3 Table. GO functional enrichment analysis of differently expressed genes**  
**(DEGs,  $\geq 2$ -fold change) following a temperature increase in WT and mutant**  
**(*togr1*) seedlings.**

| GO terms                            | WT             |                   |                                 | <i>togr1</i>   |                   |                                 | genome          |                  |
|-------------------------------------|----------------|-------------------|---------------------------------|----------------|-------------------|---------------------------------|-----------------|------------------|
|                                     | number of DEGs | cluster frequency | corrected P-value of enrichment | number of DEGs | cluster frequency | corrected P-value of enrichment | number of genes | genome frequency |
| Polysaccharide metabolic process    | 44             | 4.0%              | 0.00031                         | 24             | 2.7%              | 1                               | 310             | 1.8%             |
| Carbohydrate metabolic process      | 88             | 7.9%              | 0.00108                         | 56             | 6.3%              | 1                               | 831             | 4.8%             |
| Glucan metabolic process            | 32             | 2.9%              | 0.00399                         | 17             | 1.9%              | 1                               | 215             | 1.2%             |
| Carbon fixation                     | 9              | 0.8%              | 0.0055                          | 0              | -                 | -                               | 24              | 0.1%             |
| Organic substance metabolic process | 10             | 0.9%              | 0.0456                          | 0              | -                 | -                               | 37              | 0.2%             |
| Response to stimulus                | 249            | 22.5%             | 0.03832                         | 218            | 24.6%             | 0.00017                         | 3124            | 18.0%            |
| Response to stress                  | 129            | 11.6%             | 1                               | 118            | 13.3%             | 0.0078                          | 1576            | 9.1%             |
| Response to oxidative stress        | 5              | 0.5%              | 1                               | 9              | 1.0%              | 0.00385                         | 28              | 0.2%             |
| Total                               | 1108           |                   |                                 | 885            |                   |                                 | 17310           |                  |

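Each count in S3 Table is a number of DEGs assigned to a GO term. The cluster frequency is that count divided by the total in the bottom line, 1108 for the wild type and 885 for togr1. These totals are below the more than 2000 genes per genotype in the paper's text, and which DEGs they hold is not stated. The genome frequency is the corresponding share among the 17310 genes of the bottom line, fewer than the 28458 loci with a read here. A gene can be assigned to several terms, so the counts of the terms overlap and do not add up to the total. The DEGs entered the table irrespective of whether they were higher or lower at 30 °C, and so a term's count does not give a direction.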

All DEGs following a temperature increase from 25 °C to 30 °C were mapped to GO terms in the database (<http://www.geneontology.org/>) and gene numbers for every term were calculated. Ultra-geometric test was used to find significantly enriched GO terms in DEGs comparing to the genome background.

# Supplementary material for: Nucleolar DEAD-Box RNA Helicase TOGR1 Regulates Thermotolerant Growth as a Pre-rRNA Chaperone in Rice
**Source:** PLoS Genet. 2016 Feb 5;12(2):e1005844. doi: 10.1371/journal.pgen.1005844
**Supplement:** S1 Text

## **S1 Text. Supplemental experimental procedures**

### **Constructs and Genetic Transformation**

To construct the plasmid for *TOGR1* complementation and overexpression, a DNA fragment containing the entire open reading frame (ORF) of *TOGR1*, a 1811 bp upstream sequence, and a 1964 bp downstream sequence was prepared by digesting *BAC AC133930* with *HindIII*, and cloned into the binary vector *pCAMBIA1300* (Cambia). A 1792 bp upstream sequence obtained from the same BAC using *HindIII* and *SacI* was cloned into *pCAMBIA1300* and used as control.

To construct the *35S::TOGR1:GFP*, *35S::togr1-1:GFP*, *35S::togr1-2:GFP*, *35S::togr1-3:GFP* and *35S::togr1-4:GFP* plasmids, the ORFs of *TOGR1*, *togr1-1*, *togr1-2*, *togr1-3* and *togr1-4* without the termination codon were amplified from the cDNAs of wild-type Zhongxian 3037 and the four allelic *togr1* mutants, respectively, using primers *TOGR1CF1* and *TOGR1CR1* and subcloned into the *HindIII*-digested binary vector *pJIT163-hGFP* (Guerineau et al., 1992). The marker construct *35S::HDT1:RFP* was generated by amplifying the CDS of HDT1 from *Arabidopsis* cDNA using primers *HDT1F* and *HDT1R* and subcloned into a pBI221-RFP vector (BioVector) at the *BamHI-HindIII* site.

To construct the *TOGR1<sub>pro</sub>::GUS* plasmid, a putative promoter of *TOGR1* was amplified from the genomic DNA of Zhongxian 3037 using primers *TOGR1PF1* and *TOGR1PR1* and subcloned into the *PstI-NcoI*-digested binary vector *pCAMBIA1301*.

To construct the *UBi-1::TOGR1:HA* plasmid for rice transformation, the ORF of *TOGR1* without the termination codon was amplified from the cDNAs of Zhongxian 3037 using primers *TOGR1CF2* and *TOGR1CR2* and subcloned into the *KpnI-SacI*-digested vector *pTCK303*. The *GAL1::TOGR1:HA* and *GAL1::togr1-1:HA* plasmids for yeast transformation were generated by amplifying the DNA fragments from the cDNAs of Zhongxian 3037 and *togr1-1* respectively using primers *TOGR1CF3* and *TOGR1CR2* and cloning them into the *HindIII-SacI*-digested vector *pYES2* (Invitrogen).

The *togr1-1* mutant was transformed for complementation and immunoprecipitation analysis, a rice variety Zhonghua 11 was transformed for GUS histochemical analysis and Yandao 8 was transformed for overexpression analysis. Transgenic rice plants were generated as described previously (Hiei et al., 1994). Successfully transformed lines were further confirmed by PCR amplification of the CaMV35S promoter using primers 35SF/35SR. Partial 17S rRNA gene amplified by primers 17SF/17SR was used as reference.

Yeast strains used for growth assay and immunoprecipitation analysis were transformed by the lithium acetate method (Hill et al., 1991).

### **Tissue Stain**

Internodes collected from plants grown in Beijing's summer-autumn field at heading stage, and leaf blades and roots collected from 2-week-old seedlings grown at 35 °C were first fixed in solution containing 10% formalin, 5% acetic acid and 50% ethanol and dehydrated in a graded ethanol series. The tissues were then embedded in paraffin and sectioned (8 µm thick). The cross-sections were floated on a drop of water on a glass slide at 42 °C, and dried at the same temperature overnight. After being deparaffinized, the cross-sections were stained by 2% (w/v) safranin water solution and 2% (w/v) fast green in 95% ethanol and sealed by Canada balsam.

Leaf sheaths collected from 20-day old seedlings were first fixed in a solution containing 5% formalin, 5% acetic acid and 60% ethanol and then dehydrated in a graded ethanol series. Fixed tissues were cut into 3-4 mm squared pieces, stained by 0.005% (w/v) safranin for two days, and subsequently mounted on glass slides.

The slides were observed and photographed under a light microscope (BX51; Olympus).

### **Positional Cloning**

The F2 population for map-based cloning was generated from a cross between *togr1-1* and a *japonica* variety Zhonghua-11. The rice plants were grown in the paddy fields under Beijing's hot summer conditions. Genomic DNA was extracted from leaves using the CTAB method. The primers (Table S1) for the sequence tagged site (STS) and derived cleaved amplified polymorphic sequences (dCAPS) markers (Table S1)

developed on the basis of the sequence polymorphisms between *japonica* and *indica* (<http://www.gramene.org/resources/>) and rTaq (Takara Bio) were used for amplification. PCR products were separated on 4.0% agarose gels, and linkage analysis was performed between the *togr1-1* mutation and markers.

List of the PCR-based molecular markers developed for positional cloning

| Marker <sup>a</sup> | Primer pairs                                                     |
|---------------------|------------------------------------------------------------------|
| <i>P1</i>           | F 5' -ACGCTAGAGACTAATGGCTT-3'<br>R 5' -CTGCTCAGGCATTAAAAAGG-3'   |
| <i>P2</i>           | F 5' -CCCTCTGTATCTGTTTCATA-3'<br>R 5' -CACTAACTACGACACCAAAT-3'   |
| <i>P3</i>           | F 5' -ACAACTACATTGCGACTGTA-3'<br>R 5' -TAGCACTATACTTTCTCCGT-3'   |
| <i>P4</i>           | F 5' -CGGTTGTCTTTTCATTTTCTC-3'<br>R 5' -CAATTCTGCAAAATGAAGCA-3'  |
| <i>P5</i>           | F 5' -CATGGAGACAATAGATGAGA-3'<br>R 5' -ACAGGCCCATAGAAGTCTTT-3'   |
| <i>P6</i>           | F 5' -TCAGTGAACCAGCCACATGA-3'<br>R 5' -CTTTCGCGGTTCTTGGAGCA-3'   |
| <i>P7</i>           | F 5' -CTAGCGAGTGAGAGTTATG-3'<br>R 5' -GTAAGGTCTTGGTTGTTAGG-3'    |
| <i>P8</i>           | F 5' -AGGACGAGAAAAGTGAAGAGA-3'<br>R 5' -CAACAACTGACGATGAATCTA-3' |
| <i>P9</i>           | F 5' -CTGATCTTTGCGTTAATGATG -3'<br>R 5' -GAGATCCTAGGCACATATAT-3' |
| <i>P10</i>          | F 5' -TGCTTGTGCACATGTTTAGT-3'<br>R 5' -TAATCACCATGGCAAACAAC-3'   |

<sup>a</sup>The markers are sequence tagged site (STS) and derived cleaved amplified polymorphic sequences (dCAPS) markers.

### Subcellular Localization of the GFP Fusion Proteins

The fusion constructs (*35S::TOGR1:GFP*, *35S::togr1-1:GFP*, *35S::togr1-2:GFP*, *35S::togr1-3:GFP* and *35S::togr1-4:GFP*) and control (*35S::GFP*) were transiently expressed in rice protoplast as described (Bart et al., 2006). Briefly, the lower halves of 10-day old etiolated rice seedlings grown in the dark at 28 °C were first cut into small pieces in 0.6 M mannitol and digested in an enzyme solution (0.6 M mannitol, 10mM MES (pH5.7), 1.5% (W/V) cellulase RS (Yakult), 0.75% (W/V) macerozyme (Yakult), 0.1% BSA (W/V), 1mM CaCl<sub>2</sub>, 5mM β-mercaptoethanol and 50 µg/ml carbenicillin) as being shook at 80 rpm and 28 °C in the dark for 5 h. Protoplasts were then washed by W5 solution (154mM NaCl, 125mM CaCl<sub>2</sub>, 5mM KCl and 2mM

MES (pH5.7)) and ice cold Mmg solution (0.6M mannitol, 15 mM MgCl<sub>2</sub> and 4mM MES (pH5.7)) and kept in 100 µl of Mmg solution for 30 min ice bath. After adding 20 µl of plasmids (1 µg/µl), 120 µl of 40% PEG and 10 ml of W5, protoplasts were incubated in the dark at 28 °C for 24 h. Protoplasts were stained by Hoechst 33258 (Sigma-Aldrich) before being visualized and photographed under a fluorescence microscope (Olympus BX53).

### **Protein Expression and Purification**

The ORFs of *TOGR1* and *togr1-1* were amplified from the cDNAs of wild-type Zhongxian 3037 and the *togr1-1* mutant, respectively, using primers *TOGR1CF5* and *TOGR1CR5* and were inserted into a vector between the BamHI and XhoI sites. The vector was engineered from pET-30a (Novagen) with a SUMO tag and a Prescission protease recognition sequence at its C-terminal cloned into it between the NcoI and BamHI sites. His<sub>6</sub>-SUMO-tagged fusion proteins were then expressed in an *E. coli* strain Transetta (TransGen Biotech) at 16 °C and cell lysates were prepared by sonication. The desired proteins were purified using Ni-NTA (Novagen) and eluted with buffer containing 25 mM Tris-HCl (pH 8.0), 150 mM NaCl, 250 mM imidazole. His<sub>6</sub>-sumo was cleaved from the purified proteins by GST-tagged Prescission protease (GE Healthcare) at a ratio of 1:100 (protease to target protein; w/w), and His<sub>6</sub>-sumo residue and protease were subsequently removed by Ni-NTA resin (Invitrogen) and Glutathione Sepharose 4B (GE Healthcare) respectively.

### **Helicase Assay**

RNA substrates were synthesized using solid-phase phosphoramidite chemistry, purified by HPLC and labeled at the 5' end of the indicated strand with ROX fluorophore (Takara Bio). Helicase assay was modified from a method previously described (Turner et al., 2007). Briefly, 20 µl of reaction mixtures containing 10 µM purified protein, 20 mM Tris-HCl (pH 7.6), 5 mM MgCl<sub>2</sub>, 2 mM ATP, 0.1 mg/ml bovine serum albumin, 1 µM ROX-labeled RNA duplex and 20 µM trap RNA were incubated under specified conditions. Aliquots (10 µl) were then quenched in 5 µl of stop solution containing 10 mM EDTA, 40% glycerol, 0.025% bromophenol blue and 0.025% xylene cyanol and kept on ice before running on a 17% native polyacrylamide

gel in 1×TBE buffer. The gel was then sealed with transparency and imaged on Typhoon Trio imager (GE Healthcare) at 532 nm excitation wavelength and 630±30 nm emission wavelength.

### **Yeast Growth Assays**

For complementation analysis, YPH499 (*MATa ura3-52 lys2-80 ade2-101 trp1-Δ63 his3-Δ200 leu2-Δ1*) in which the chromosomally encoded *Rrp3* was placed under the control of the DOX-repressible *tetO7* promoter was used as parent strain (Granneman et al., 2006). Strain carrying empty *pYES2* vector or *pYES2* plasmid containing *GAL1::TOGR1:HA* or *GAL1::togr1-1:HA* was grown in synthetic minimal medium (6.7 mg/ml YNB, 0.8 mg/ml –URA DO supplement (Clontech), 2% dextrose) to exponential phase and then washed with water. Three 10-fold serial dilutions at OD600 0.5, 0.01 and 0.002 were made in water and 10 µl of each dilution was spotted on induction medium (6.7 mg/ml YNB, 0.8 mg/ml –URA DO supplement, 2% agar, 2% D-galactose, and 2% D-raffinose) supplemented with 2 µg/ml DOX. Growth curves were monitored in liquid induction medium supplemented with 60 µg/ml DOX with starting OD600 = 0.015, and strain carrying empty *pYES2* grown in liquid synthetic minimal medium was used as control.

### **Immunoprecipitation**

For rice, *UBi-1::TOGR1:HA* plants in *togr1-1* background were grown for 60 days in growth chamber. Wild-type Zhongxian 3037 and *UBi-1::OsPRR1:HA* plants in Zhonghua-11 background were used as negative controls. Leaf blades were harvest and plant whole-cell extracts were prepared as previously described (Dunoyer et al., 2007).

For yeast, *tetO7::Rrp3* YPH499 strain harbouring *GAL1::TOGR1:HA* or *GAL1::togr1-1:HA* were cultured in induction medium containing D-galactose and DOX at 30 °C. The *GAL1::TOGR1:HA* strain and the parent strain grown in the non-induction SC-U medium were used as negative controls. At exponential stage, yeast whole-cell extracts were prepared according to a published method (Lee and Baserga, 1999) using glass beads (Sigma-Aldrich).

Immunoprecipitation was performed as previously described (Dunbar et al., 1997). Total RNA was then extracted for northern analysis.

### **RNA Methods**

Total RNA was extracted with the TRIzol reagent (Invitrogen) according to the manufacturer's instructions.

For northern blotting, 5 µg of total RNA was separated on 1.2% agarose gels containing 6% formaldehyde and then blotted onto Hybond N+ membranes (GE healthcare) by capillary elution. For hybridization, RNA probes antisense to the rice or yeast U3 snoRNA labeled with [ $\alpha$ -<sup>32</sup>P] UTP using T7 RNA polymerase (Takara Bio) and oligonucleotides labeled with [ $\gamma$ -<sup>32</sup>P]ATP at the 5' ends using T4 polynucleotide kinase (Promega) were used to detect the U3 snoRNAs and pre-rRNA processing intermediates, respectively. Membranes were hybridized in PerfectHyb Plus hybridization buffer (Sigma-Aldrich) according to the manufacturer's instructions and analyzed by exposure to X-ray films.

The 5' and 3' ends of rRNA precursors were determined by circular RT-PCR as described previously (Perrin et al., 2004).

For qRT-PCR, total RNA was first digested with RNase-free DNaseI (Takara Bio). Oligo (dT) primer (*CDSIII*) and M-MLV reverse transcriptase (Invitrogen) were used to produce complementary cDNA from 1 mg of RNA following the manufacturer's instructions. Quantitative PCR was performed on a CFX96 real-time PCR detection system (Bio-Rad) using Power SYBR green PCR master mix (Applied Biosystems). Relative transcript levels were determined using the comparative threshold cycle (Ct) method. Primer pairs *TOGR1QF1/ TOGR1QR1*, *Q1F/Q1R*, *Q2F/Q2R*, *Q3F/Q3R*, *OsACTIN1F/ OsACTIN1R* and *OsTUB1F/OsTUB1R* were used to detect transcripts of *TOGR1*, *LOC\_Os07g49400*, *LOC\_Os03g20120*, *LOC\_Os07g48830* and normalization controls *Actin1* and  $\alpha$ -*Tubulin*, respectively. Three biological and three technical repeats were performed in the experiments.

### **Transcriptome Resequencing and Gene Ontology (GO) Analysis**

Four-day-old Zhongxian 3037 and *togr1-1* seedlings were both divided into two groups and grown in growth chambers at 25 °C and 30 °C respectively for further 18

days. For each treatment, leaf blades of the fourth leaves were collected, pooled into 100 mg and frozen in liquid nitrogen. Four samples in total were obtained, including Zhongxian 3037 at 25 °C and 30 °C and *togr1-1* at 25 °C and 30 °C. RNA sequencing was conducted by BGI (Shenzhen, China) using total RNA extracted with the TRIzol reagent. 

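RPKM divides the reads of a transcript by its length and by the size of the library, so that values can be compared between transcripts and libraries. When the deposited reads and lengths were used with the sum of each column as the size of the library, the recalculated values differed from the deposited RPKM by at most 4.91e-06%. The tables therefore hold each transcript that had reads in a pair of libraries, 32564 models in the wild type and 32357 in togr1-1, and a model listed in one table alone had no reads in the other genotype. The most abundant transcript took between 3.45% and 4.28% of the reads of a library.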

Gene expression level was calculated using RPKM (reads per kb per million reads) method.

### Protein Gel and Blot Analysis

Plant leaves or yeast cells were frozen in liquid nitrogen, ground into powder and treated with sodium phosphate buffer (pH 7.4) containing 50 mM  $\beta$ -glycerophosphate, 100  $\mu$ M Na<sub>3</sub>VO<sub>4</sub>, 0.5 mM phenylmethanesulfonylfluoride (PMSF), and Complete Protease Inhibitor Cocktail (Roche) for crude protein isolation. Protein samples were loaded and separated on SDS-PAGE gels. For direct visualization, they were stained with Coomassie brilliant blue. For blot analysis, they were transferred to Immobilon-P PVDF (Polyvinylidene Difluoride) membrane (Merck Millipore). Mouse monoclonal anti- HA (Sigma-Aldrich) and goat anti-mouse IgG horseradish peroxidase conjugate (Sigma-Aldrich) were used as primary and secondary antibodies, respectively. OsACTIN1 was analyzed as an internal control. After being incubated with Immobilon Western Chemiluminescent HRP substrate (Merck Millipore) and exposed to X-film, proteins were visualized and photographed.

### Primers used in this study

| Name            | sequence                                                                 | Note    |
|-----------------|--------------------------------------------------------------------------|---------|
| <i>TOGR1T1F</i> | 5' -GCCTCCTCCTTCCTTCTTTAACCG-3'                                          | TILLING |
| <i>TOGR1T1R</i> | 5' -TAACAACATTCATAAAACACCAATCG-3'                                        |         |
| <i>TOGR1T2F</i> | 5' -GCCAAATGAGTCAGGTTAGTATGCTT-3'                                        | TILLING |
| <i>TOGR1T2R</i> | 5' -AATTCGTGCGAAATGGACCTACATAAA-3'                                       |         |
| <i>TOGR1CF1</i> | 5' -AAGCTTATGGCGAAGAAGAAGGA-3'                                           | Cloning |
| <i>TOGR1CR1</i> | 5' -AAGCTTCCGTCTTCTTGATTTGTTG-3'                                         |         |
| <i>TOGR1CF2</i> | 5' -GGTACCATGGCGAAGAAGAAGGACGT-3'                                        | Cloning |
| <i>TOGR1CR2</i> | 5' -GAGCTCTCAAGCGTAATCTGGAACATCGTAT<br>GGGTAAGCCCGTCTTCTTGATTTGTTGAAG-3' |         |
| <i>TOGR1CF3</i> | 5' -AAGCTTATGGCGAAGAAGAAGGACGT-3'                                        | Cloning |
| <i>TOGR1CR3</i> | 5' -GAGCTCTCACCGTCTTCTTGATTTGTTG-3'                                      |         |

|                   |                                                           |                                      |
|-------------------|-----------------------------------------------------------|--------------------------------------|
| <i>TOGR1CF4</i>   | 5' -TCTAGAATGGCGAAGAAGAAGGACGT-3'                         | Cloning                              |
| <i>TOGR1CR4</i>   | 5' -AAGCTTCCGTCTTCTTGATTTGTTG-3'                          |                                      |
| <i>TOGR1CF5</i>   | 5' -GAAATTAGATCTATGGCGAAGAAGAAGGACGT-3'                   | Cloning                              |
| <i>TOGR1CR5</i>   | 5' -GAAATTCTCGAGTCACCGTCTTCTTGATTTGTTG-3'                 |                                      |
| <i>TOGR1PF1</i>   | 5' -CTGCAGCCACCCGAGGGGTAGTCTAC-3'                         | Cloning                              |
| <i>TOGR1PR1</i>   | 5' -CCATGGGGCTACGGAGAGACGGGGGA-3'                         |                                      |
| <i>TOGR1QF1</i>   | 5' -AGGACGTGGAGGTGGAGGAGTTGG-3'                           | qRT-PCR for<br><i>TOGR1</i>          |
| <i>TOGR1QR1</i>   | 5' -CTTCGAGGGCGTGGGGGATGG-3'                              |                                      |
| <i>OsACTIN1F</i>  | 5' -CTTCATAGGAATGGAAGCTGCGGGTA-3'                         | qRT-PCR reference                    |
| <i>OsACTIN1R</i>  | 5' -CGACCACCTTGATCTTCATGCTGCTA-3'                         |                                      |
| <i>OsTUBULINF</i> | 5' -GGAAATACATGGCTTGCTGCTT-3'                             | qRT-PCR reference                    |
| <i>OsTUBULINR</i> | 5' -TCTCTTCGTCTTGATCGTTGCA-3'                             |                                      |
| <i>U3RT7F</i>     | 5' -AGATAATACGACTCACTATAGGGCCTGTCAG<br>ACAACCTGAGA-3'     | Rice U3 snoRNA<br>probe preparation  |
| <i>U3RT7R</i>     | 5' -ACGACCTTACTTGAACAGGATC-3'                             |                                      |
| <i>U3YT7F</i>     | 5' -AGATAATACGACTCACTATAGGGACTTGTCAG<br>GACTGCCATTTGTA-3' | Yeast U3 snoRNA<br>probe preparation |
| <i>U3YT7R</i>     | 5' -CTATAGGAATCGTCACTCTTTG-3'                             |                                      |
| <i>35SF</i>       | 5' -AGAGATAGATTTGTAGAGAGAG-3'                             | Transgene<br>confirmation            |
| <i>35SR</i>       | 5' -ATGGTGGAGCACGACACTC-3'                                |                                      |
| <i>17SF</i>       | 5' -CGGCTACCACATCCAAGGAA-3'                               | PCR reference                        |
| <i>17SR</i>       | 5' -TGTCACTACCTCCCCGTGTCA-3'                              |                                      |
| <i>HDT1F</i>      | 5' -GCCGGATCCATGGAGTTCTGGGGAAATTG-3'                      | Cloning                              |
| <i>HDT1R</i>      | 5' -GCCAAGCTTCTTGGCAGCAGCGTGC-3'                          |                                      |
| <i>Q1F</i>        | 5' -AGAGTCAGTACGATCAAGAC-3'                               | qRT-PCR for<br><i>LOC_Os07g49400</i> |
| <i>Q1R</i>        | 5' -TCTTGACAGCAAATAGCTTGG-3'                              |                                      |
| <i>Q2F</i>        | 5' -ACGTATGCTGTGGATTTTGTGA-3'                             | qRT-PCR for<br><i>LOC_Os03g20120</i> |
| <i>Q2R</i>        | 5' -GGCCGTAATTTTGTCAACTTCC-3'                             |                                      |
| <i>Q3F</i>        | 5' -CATGTACGTTACTGCTGATACATT-3'                           | qRT-PCR for<br><i>LOC_Os07g48830</i> |
| <i>Q3R</i>        | 5' -TAACAACACTGAGAAAGACATTGAC-3'                          |                                      |

### **Supplemental References**

- Guerineau, F., Lucy, A., and Mullineaux, P. (1992) Effect of two consensus sequences preceding the translation initiator codon on gene expression in plant protoplasts. *Plant Mol. Biol.* *18*, 815-818.
- Hiei, Y., Ohta, S., Komari, T., and Kumashiro, T. (1994). Efficient transformation of rice (*Oryza sativa* L.) mediated by *Agrobacterium* and sequence analysis of the boundaries of the T-DNA. *Plant J.* *6*, 271-282.
- Hill, J., Donald, K., and Griffiths, D. E. (1991). DMSO-enhanced whole cell yeast transformation. *Nucleic Acids Res.* *19*, 5791-5791.

How the deposited data were processed for this re-analysis (not part of the article)

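RNA from pooled leaf blades of wild-type and togr1-1 seedlings grown at 25 or 30 °C was sequenced in 4 libraries, 1 per condition. The authors counted reads per transcript model and deposited the raw counts, with no normalization. The aligner, the genome build and the annotation release are not named in the paper's text. The authors also deposited RPKM values, which divide each count by transcript length and by the total counts of the library. Their deposited log2 ratio is that of the RPKM at 25 °C over the RPKM at 30 °C, with 0.001 in place of an RPKM of 0, and was recalculated here to within 7.19e-08. The deposited p-value and FDR of each transcript come from a comparison of the 2 libraries whose test the paper's text does not name, and the FDR was not capped, with 569 values above 1 in the wild type and 452 in togr1-1.

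Features were transcript models, as the files list them, and reads were taken from the deposited counts. A model listed for one genotype alone was given 0 reads in the other. Of the 28458 loci, 0 matched an entry of the RefSeq gene table of assembly ASM3414082v1, so no gene names or positions are given beyond the loci that the paper names. Reads shared between near-identical genes, overlapping genes or antisense genes could have been divided by the authors' counting in ways that the counts do not show.

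DEGs were found with a two-sided exact conditional binomial test on the reads of a pair of libraries, scaled by total reads, with Benjamini-Hochberg adjustment over the transcripts with a read in either, an adjusted p-value of at most 0.001 and a difference of at least 2-fold. Log2 ratios used a pseudocount of 1 read. The difference between the responses of the genotypes was tested by Fisher's exact test on the reads of the 4 libraries with the same thresholds, a test added after the numbers of shared DEGs had been seen. There were no replicates, so these tests compare libraries and no p-value was calculated across genes. Intervals are 95% Wilson intervals for shares and Clopper-Pearson intervals for ratios of reads, and cover counting error only. The tests and the intervals for ratios treat each read as an independent count. A count of 0 was read as allowing up to 3 counts. Libraries of about equal depth, from 11959859 to 12371522 reads, make a difference in depth small, and the fewest reads with which a transcript passed as a DEG in a pair of libraries was 14.

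The rule for DEGs was checked on simulated counts drawn from the real means, where it recovered 180 of 200 changed transcripts among 31593 tested with 0 false calls. False calls arose in simulations with variation between libraries and no response. There the rule called from 330 to 405 wild-type DEGs at a coefficient of variation of 0.2, and from 943 to 1115 at 0.25. At 0.3 it called from 1794 to 1940, at 0.35 from 2813 to 2989 and at 0.4 from 3769 to 4057, against 2606 observed. The number of DEGs alone therefore does not show how many of them reflect temperature. The test of the difference between responses recovered 166 of 200 among 34255 with 0 false calls. The edgeR exact test recovered 184 of 200 transcripts changed 8-fold at a coefficient of variation of 0.2, and at 0.4 it recovered 0 of 200 changed 8-fold among 32853 tested and 172 of 200 changed 64-fold among 32744. With 64-fold changes at 0.2 it recovered 200 of 200 and made 41 false calls among 32949.

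The transcripts named in the text are the loci that the paper names and, in each genotype, the DEG with the highest and the DEG with the lowest log2 ratio among those with at least 200 reads over the pair of libraries. The rule was wider, with 3 of each, and was narrowed because the identifiers have no names. The alternatives were TMM factors, DESeq2 size factors, looser and stricter thresholds, filters on reads, libraries thinned to the smallest depth, edgeR with an assumed coefficient of variation, the authors' deposited calls and another pseudocount. Enrichment of GO terms and lists of genes by their descriptions were left out, as no GO terms and no descriptions were used here. The counts of the paper's S3 Table are the paper's. The versions were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.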

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

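The rules and tests for the loci read in one genotype alone were chosen after those loci had been seen, except the test of counting error. The simulations of opposite changes were set before their own outcome was seen but after the opposite changes had been counted, and those with 0.25, 0.3 and 0.35 and the test of their direction were added after the outcomes at 0.2 and 0.4.

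There were 87 transcripts that were DEGs in both genotypes and changed in opposite directions with temperature, which is a difference between the genotypes under the same contrast. Fisher's exact test on reads compares the 4 libraries, and the difference between the genotypes was not tested across plants. In 20 simulations in which both genotypes had a common response and the counts had counting error alone, the largest number of opposite DEGs was 0. With variation between libraries at a biological coefficient of variation of 0.2 the largest number was 8, and with 0.25 it was 31. With 0.3 the simulations gave from 56 to 93 opposite DEGs, a range that holds the 87 observed. With 0.35 the largest number was 203 and with 0.4 it was 383, but variation of 0.35 in all transcripts gave at least 2813 wild-type DEGs with no response at all, and 0.4 at least 3769, more than the 2606 observed. At 0.3 the simulations with no response gave at most 1940 wild-type DEGs, which leaves room for the 2606. The simulations with a common response at 0.3 held at least 4320 wild-type DEGs and 1458 shared DEGs, above the 2606 and 789 observed, but their response was fitted to the same 4 libraries and so carries the variation of those libraries, which does not exclude 0.3. Of the 87 transcripts, 73 fell in the wild type and rose in togr1-1 (83.9%) and 14 did the reverse. The share that fell in the wild type was at most 68.3% in the 20 simulations at 0.3 and at most 70.9% at 0.35. At 0.25 it reached 88.9%, above the share observed, though with at most 31 opposite DEGs. The share argues against variation that is independent from transcript to transcript at 0.3 and 0.35. Those simulations held more DEGs than were observed, so independent variation is not excluded. Variation of a pool that moves many transcripts together was not simulated, and with 1 pool per condition it stays open beside a difference between the genotypes. An exchange of temperature labels within one genotype is argued against by the 89.0% of shared DEGs with the same direction. With TMM factors 75 of the 87 transcripts were still opposite DEGs, but these factors move nearly all transcripts alike, so this does not decide whether scaling plays a part. A different response of togr1-1 to temperature also stays open.

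There were 52 loci with at least 50 reads over both libraries of one genotype and at most 3 over both libraries of the other, a signal outside the genes that the paper discusses. Of these, 37 were read in togr1-1 and 15 in the wild type, with a median of 107 reads in the genotype where they were read. Taking 3 reads for the other genotype, the median ratio of observed reads was at least 35.5, with counting error left out. In the other genotype 31 of the 52 loci had 0 reads. The split by temperature gave 20 such loci, and pairing the wild type at 25 °C with togr1-1 at 30 °C gave 16. All 16 were read in that pair, and 0 were read in the remaining libraries alone. That is the direction of the 73 DEGs that fell in the wild type and rose in togr1-1. The crossed pairing is therefore no neutral background. Counting error is argued against by an expected number of 5.07e-10 loci. An exchange of the genotype labels at one temperature is argued against by the 16 loci of the crossed pairing, which would then have been the larger number. Taking the digits after Os as the chromosome, 20 of the 52 loci were on chromosome 4, 8 of them read in the wild type and 12 in togr1-1, against a median of 5 and at most 14 among 10000 random lists matched on reads. In the order of the identifiers, 28 of the 52 had another within 10 places, against a median of 2 and at most 16 in the random lists. Among the 20 loci of the split by temperature 2 did. A candidate explanation is that chromosome segments differ in sequence or gene content between the togr1-1 line and its wild type, so that reads map to a locus in one line only. The paper describes togr1-1 as a spontaneous mutant, and no sequence of either line was used here. Division of reads between similar genes was not tested, and an effect of the TOGR1 mutation on these loci stays open. With at least 10 reads required in each library of one genotype and at most 3 in each of the other, the number was 43 and 23 of these had a neighbour.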

How the results depend on the processing

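The alternatives were set before the data were examined, except the sum of reads per locus, the coefficient of variation of 0.2 for the comparisons between genotypes and the other rules for loci read in one genotype. Leaving out a replicate was not possible with 1 library per condition. No paired analysis was possible because each condition has a single library. The alternatives for GO terms and for lists of genes by description were not run, since neither was used here.

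The numbers of temperature DEGs, 2606 in the wild type and 2241 in togr1-1, stayed within 1.5 times with TMM factors, DESeq2 size factors, a minimum of 10 reads, thinned libraries, the authors' deposited calls and reads summed per locus, from 2362 to 2702 in the wild type and from 2028 to 2347 in togr1-1. An FDR of 0.05 gave 4149 and 3919. The 2-fold difference alone gave 12508 and 12130, and 5649 and 5395 with at least 10 reads in the pair. A 4-fold difference gave 930 and 759. In edgeR's exact test with an assumed coefficient of variation of 0.2 the numbers were 531 and 286, and with 0.4 they were 24 and 11. The looser and stricter thresholds change the numbers by their construction, and an assumed spread between samples widens the error of each transcript. At 0.4 the test recovered 0 of 200 simulated 8-fold changes, so the low counts there do not show that changes are absent.

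The number of DEGs between the genotypes, 1338 at 25 °C and 1810 at 30 °C, stayed within 1.5 times with TMM factors and thinned libraries. The 2-fold difference alone with at least 10 reads gave 4226 and 4769, the assumed coefficient of variation of 0.2 gave 190 and 401, and that of 0.4 gave 20 and 27.

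The direction of the majority in the wild type changed with the scaling and with the threshold. The share of DEGs higher at 30 °C was 53.4% with total reads, 43.5% with TMM factors and 43.2% with DESeq2 size factors. In togr1-1 it was 65.5%, 57.4% and 60.1%. Before the pseudocount is added, TMM factors lower the log2 ratio of scaled reads by 0.10 in the wild type and 0.08 in togr1-1, and DESeq2 size factors by 0.10 and 0.05. With a 4-fold difference the shares were 46.7% in the wild type, with 434 higher and 496 lower, and 72.1% in togr1-1. With the assumed coefficient of variation of 0.2 they were 42.7% and 77.3%, and with 0.4 they were 3 of 24 transcripts and 10 of 11.

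The 789 shared DEGs became 1264 at an FDR of 0.05 and 2040 with the 2-fold difference alone and at least 10 reads, and stayed within 1.5 times with TMM factors, DESeq2 size factors and thinned libraries. The pseudocount does not enter that number. The share of shared DEGs with the same direction, 89.0%, became 84.5% at an FDR of 0.05 and 75.8% with the 2-fold difference alone. Of the opposite DEGs, 133 of 196 and 291 of 494 then fell in the wild type and rose in togr1-1, against 73 of 87. The other alternatives for the DEGs were not run for the shared DEGs or for the response ratios. The median response ratio of 0.391 over the wild-type DEGs became 0.319 and 0.296 under the same 2 alternatives, and the ratio of 0.435 over the togr1-1 DEGs became 0.326 and 0.291. The cause was not tested. With TMM factors, DESeq2 size factors, thinned libraries and the smaller pseudocount both stayed within their intervals.

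All 36 alternative values of the 12 named log2 ratios lay within their 95% intervals, which is a weak check. The scaling factors shift a ratio by at most 0.10, less than the intervals reach to either side. For LOC_Os09g38350.1 and LOC_Os08g07080.1, with 0 reads at 30 °C, the interval has no lower end. There the smaller pseudocount moved the ratio from -8.16 to -11.48 and from -7.94 to -11.25. The ratio of TOGR1 in the wild type, 0.07 with total reads, was -0.02 with TMM factors and -0.03 with DESeq2 size factors, so it had no direction at this depth. The number of loci read in one genotype alone, 52, was 43 with a minimum in each library, 31 with at least 100 reads and 31 with 0 reads in the other genotype.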

Other observations

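The test in this part was set before its outcome was seen but after the loci had been counted.

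The paper measured LOC_Os07g49400, LOC_Os03g20120 and LOC_Os07g48830 after heat stress at a higher temperature, which is another experiment. In the libraries used here, LOC_Os07g49400 had 255 reads in the wild type at 25 °C and 199 at 30 °C (log2 ratio -0.33, 95% Clopper-Pearson interval -0.60 to -0.05), and 336 and 164 reads in togr1-1 (-1.0, -1.29 to -0.73). LOC_Os03g20120 fell from 380 to 152 reads in the wild type (-1.29, -1.57 to -1.02) and from 615 to 279 in togr1-1 (-1.11, -1.32 to -0.91). LOC_Os07g48830 had 101 and 174 reads in the wild type (0.81, 0.45 to 1.18) and 110 and 95 in togr1-1 (-0.18, -0.60 to 0.23). The reads are summed over the models of each locus, and the intervals cover counting error only.

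In the wild type, 47 loci had at least 50 reads at one temperature and at most 3 at the other, and 41 of them were read at 25 °C. In togr1-1 there were 21 such loci, and 20 of them were read at 30 °C. The only togr1-1 locus read at 25 °C alone was also among the 41 wild-type loci read at 25 °C, so the overlap could be no larger. The 41 loci had a median of 81.0 reads in the wild type at 25 °C, and a median of 11.0 reads in togr1-1 at 25 °C and 11.0 at 30 °C. Counting error is argued against by an expected number of 8.18e-10 such loci in the wild type. With 1 pool of leaves per condition, a state of that pool unrelated to temperature was not tested, and neither was a biological explanation.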
